# Elongation rate of RNA polymerase II affects pausing patterns across 3′ UTRs

**DOI:** 10.1016/j.jbc.2023.105289

**Published:** 2023-09-24

**Authors:** Alexandra Khitun, Christian Brion, Zarmik Moqtaderi, Joseph V. Geisberg, L. Stirling Churchman, Kevin Struhl

**Keywords:** transcription, RNA polymerase II, RNA synthesis, polyadenylation, gene regulation

## Abstract

Yeast mRNAs are polyadenylated at multiple sites in their 3′ untranslated regions (3′ UTRs), and poly(A) site usage is regulated by the rate of transcriptional elongation by RNA polymerase II (Pol II). Slow Pol II derivatives favor upstream poly(A) sites, and fast Pol II derivatives favor downstream poly(A) sites. Transcriptional elongation and polyadenylation are linked at the nucleotide level, presumably reflecting Pol II dwell time at each residue that influences the level of polyadenylation. Here, we investigate the effect of Pol II elongation rate on pausing patterns and the relationship between Pol II pause sites and poly(A) sites within 3′ UTRs. Mutations that affect Pol II elongation rate alter sequence preferences at pause sites within 3′ UTRs, and pausing preferences differ between 3′ UTRs and coding regions. In addition, sequences immediately flanking the pause sites show preferences that are largely independent of Pol II speed. In wild-type cells, poly(A) sites are preferentially located < 50 nucleotides upstream from Pol II pause sites, but this spatial relationship is diminished in cells harboring Pol II speed mutants. Based on a random forest classifier, Pol II pause sites are modestly predicted by the distance to poly(A) sites but are better predicted by the chromatin landscape in Pol II speed derivatives. Transcriptional regulatory proteins can influence the relationship between Pol II pausing and polyadenylation but in a manner distinct from Pol II elongation rate derivatives. These results indicate a complex relationship between Pol II pausing and polyadenylation.

RNA polymerase II (Pol II) transcriptional initiation and elongation regulate co-transcriptional processes such as splicing and polyadenylation that create transcriptome diversity (1, 2, 3, 4, 5). Pol II elongation speed is regulated within genes, across different genes, and in response to environmental stimuli (2, 6, 7). Elongation speed affects the exposure rate of mRNA sequences that could serve as protein binding sites and recruit 3′-end processing factors that are in kinetic competition with elongating Pol II (4, 8). Elongation rate affects Pol II dwell time at individual nucleotides, thereby affecting the rate of co-transcriptional processes throughout the 3′UTR. Pol II speed therefore influences the relative levels of 3′ isoforms (3, 5, 9, 10, 11), although the mechanisms that underlie this regulation are not well defined.

Essentially all eukaryotic genes produce numerous 3′ mRNA isoforms through alternative polyadenylation at multiple sites located within the 3′UTRs (12, 13, 14). Although 3′ isoforms typically, but not always, encode the same protein, structural and sequence elements in the 3′UTR can control biological functions including transcript stability, translation, and transport (15, 16, 17). Slow Pol II elongation is linked to preference for proximal poly(A) sites in yeast and flies (3, 5, 9, 10, 11). Conversely, fast Pol II elongation in yeast shifts polyadenylation towards distal sites (3, 5). Notably, these Pol II speed mutants shift the relative abundance of isoforms, but they do not generate new poly(A) sites.

The association between shifts in poly(A) sites and Pol II elongation rate is primarily based on assays that measure steady-state mRNA levels. As Pol II elongation is a dynamic process, techniques that directly profile Pol II behavior at various elongation speeds are important for understanding how elongation rate modulates poly(A) site selection. Native elongating transcript sequencing (NET-seq) is a genome-wide, nucleotide-resolution technology that tracks Pol II occupancy across transcribed regions (18). NET-seq reveals Pol II pause sites as high signals at specific nucleotide locations as compared with average signals throughout the gene. Many factors contribute to Pol II pausing, including DNA sequence and shape, chromatin landscape, phosphorylation state of the Pol II C-terminal domain (CTD), and elongation factors (19). As such, the transcriptional elongation rate may influence Pol II pausing in some contexts and not others, therefore affecting downstream RNA processing including polyadenylation and splicing. Previous NET-seq analyses did not analyze Pol II speed mutants, focused on the gene body, and only mapped pauses with respect to the most highly utilized site of polyadenylation (19).

Here, we investigate the relationship between Pol II pausing and poly(A) site selection using yeast strains bearing single amino acid mutations in Rpb1, the largest Pol II subunit, that cause altered Pol II elongation rate. We show that Pol II elongation speed influences pause sequence preferences, accumulation of Pol II signal near annotated poly(A) sites, and the close co-occurrence of 3′ UTR pauses and poly(A) sites.

## Results

### Elongation rate alters Pol II pausing in the 3′ UTR

Yeast strains that bear point mutations in the trigger loop region of Rpb1 can exhibit slower or faster Pol II elongation rates than wild-type Pol II (20) (Fig. 1*A*). In previous work, we analyzed yeast strains expressing Slow, Fast, and Faster Pol II derivatives for their effect on poly(A) site selection (3, 5). Here, we investigate the effect of elongation rate on Pol II pausing profiles in the 3′UTR by generating derivatives of these strains that contain a 3x-FLAG epitope tag C-terminal to Rpb3. NET-seq analyses of the resulting strains (an example locus in Fig. 1*B*) show excellent reproducibility of biological duplicates at the gene level (Pearson *R* ≥ .91), where counts are summed across an entire gene and correlated between replicates. A more modest but significant correlation is observed at the nucleotide level (Pearson *R* = .33–.69), where counts at each nucleotide position are correlated between biological replicates within defined genomic regions that include a 400 nt 3′ UTR window (Fig. 1*C*). This relatively modest nucleotide-level correlation is likely due to counting error at genomic regions with low sequencing coverage (21).

**Figure 1:**
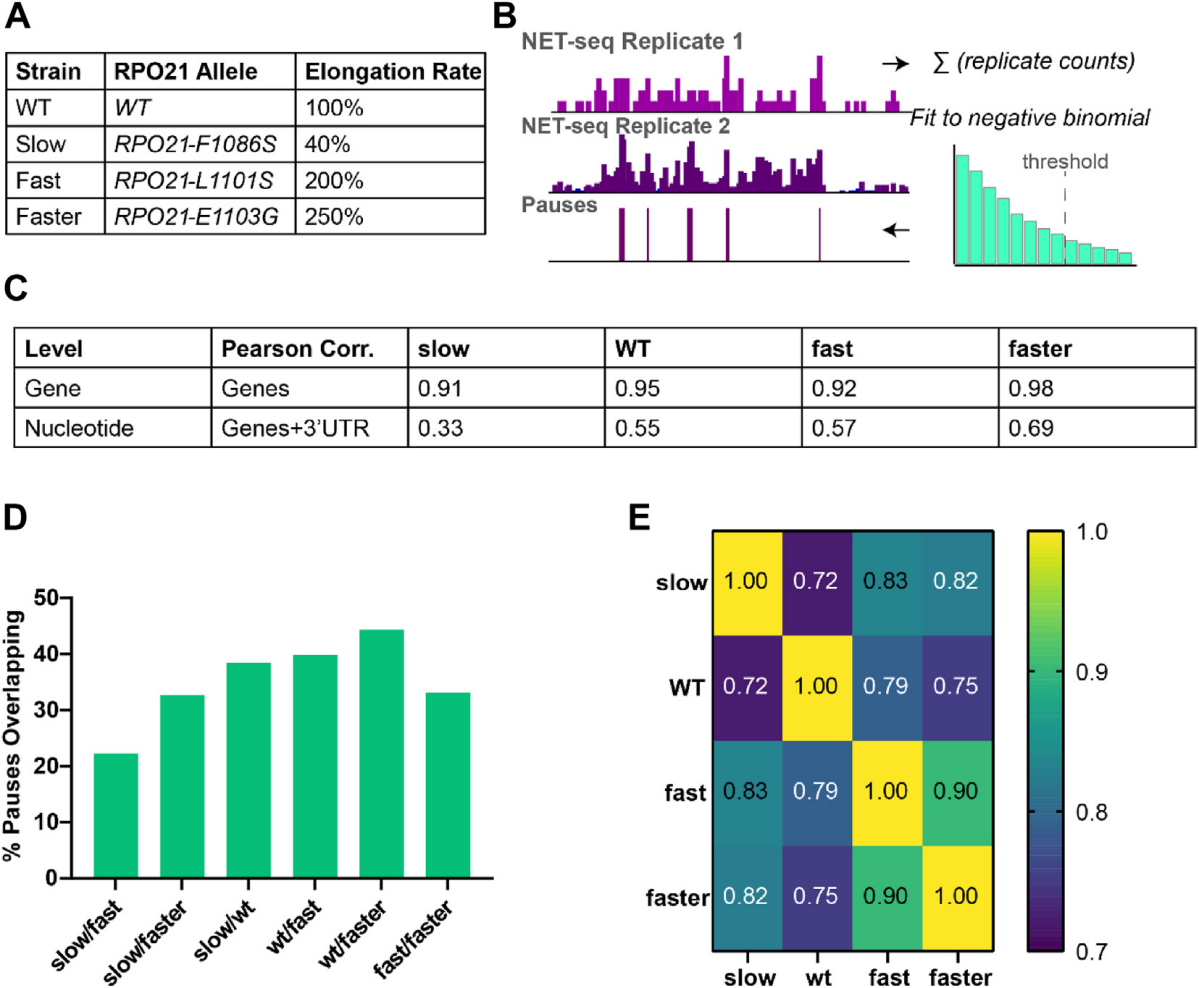
**Pausing in Pol II mutants with slow and fast elongation speeds**. *A*, Pol II derivatives and resulting elongation rate phenotype. *B*, schematic for calling Pol II pauses. NET-seq reads from two well-correlated biological replicates are summed and filtered using a coverage threshold at the gene level. Pauses are identified as nucleotides with read densities higher than three standard deviations above the mean of the adjacent 200 nt as determined by fitting read counts to a negative binomial distribution. *C*, NET-seq data reproducibility. Pearson correlation coefficients between biological replicates of NET-seq data calculated at either the gene level using RPKM values (*top row*) or at nucleotide level using raw read counts within high coverage (>2 reads/nt) genes (*bottom row*). 3′ UTRs are defined as the 400 nt downstream of the stop codon. *D*, percentage of maximal overlap between nucleotide-resolution pauses identified in each Pol II mutant strain. *E*, pearson correlation matrix of weighted average 3′ UTR pause positions across all genes passing the minimum coverage threshold.

As sequence coverage at the nucleotide level is low, we combined raw read counts from biological replicates before subjecting the data to thresholding based on coverage and pause calling. Pauses are called at positions with read counts that exceed three standard deviations above the surrounding 200 nucleotides, and are restricted to genes with a minimal coverage of two reads per nucleotide. Although this method precludes direct comparison of pause locations between replicates, the percentage of overlapping pause positions between strains (22–44% overlap, Fig. 1*D*) is comparable to previously reported data reproducibility for biological replicates in the same strain (19). Pause distributions evaluated as a weighted average across 3′UTRs are well correlated among all strains (Fig. 1*E*). Importantly, the correlations of the wild-type strain with any of the mutant strains (Pearson R ranging between 0.72 and 0.79) are lower than the correlations between any two mutant strains, suggesting that elongation rate alters Pol II pausing within the 3′UTR. Fast and Faster Pol II derivatives show the highest level of similarity between weighted average pause positions in the 3′ UTR (Pearson *R* = .90), consistent with their similar elongation phenotypes.

### Pol II speed mutants have different pausing sequence preferences in the 3′UTR

We used trinucleotide sequence analysis to define sequences that favor Pol II pausing. To avoid biases related to different numbers of identified pauses (pause density), a set of shuffled control pauses were generated for each condition and used to normalize the data. Figure 2*A* shows that trinucleotide sequences surrounding Pol II pause sites (positions −1, 0, and +1) can be either favored (red) or disfavored (blue). Such strong sequence preferences are not observed when comparing two independent sets of shuffled control pauses (Fig. S1). Interestingly, Pol II speed mutants show distinct trinucleotide sequence preferences at pause sites that are different from wild-type and from one another (Fig. 2*A*). In the Slow Pol II strain, there is a modest preference to pause one nucleotide downstream of a G nucleotide. In wild-type, Fast, and Faster strains, a G at the −1 nucleotide is less favored. Additionally, 3′ UTR pauses with T at the −1 position are less favored with increasing elongation speed at some trinucleotides (TCG, TGA, TGC, and TGG). At other trinucleotides (*e.g.*, CCA), pausing is relatively enriched in the 3′ UTR in the Slow Pol II strain and disfavored in the Fast and Faster strains.

**Figure 2:**
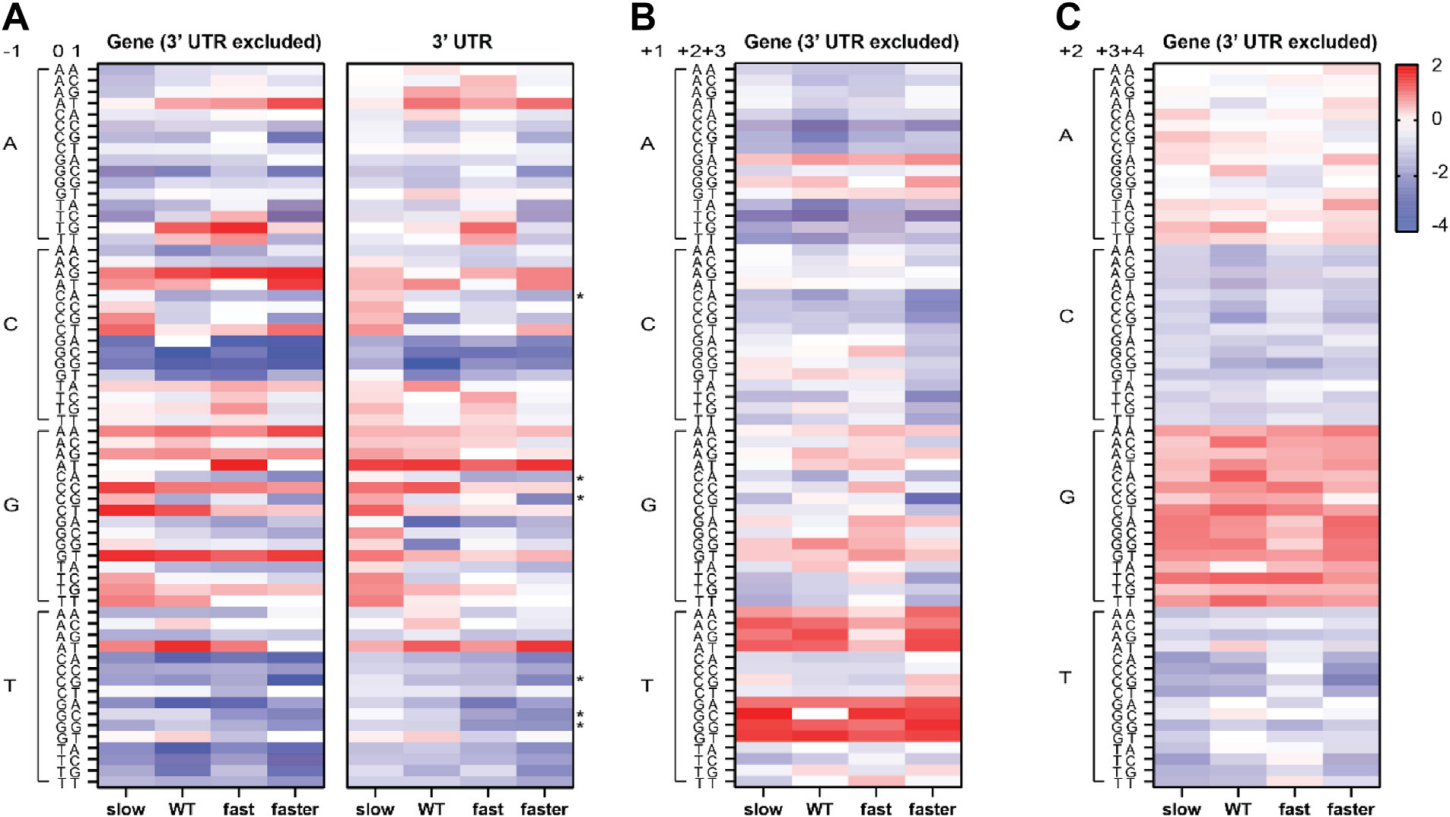
**Pol II elongation speed affects pausing sequence preferences within genes and in 3′ UTRs**. Position 0 is the pause site and positions −1 and +1 are the upstream and downstream flanking nucleotides, respectively. Heatmap colors represent the log_2_ of the ratio between real and shuffled pause frequency at every possible trinucleotide at the following positions: (*A*) −1 to +1; (*B*) +1 to +3; (*C*) +2 to +4). Trinucleotides, where pause enrichment correlates with Pol II speed, are highlighted with an *asterisk* in (*A*).

As Pol II contacts DNA beyond the active site, we extended this trinucleotide analysis to regions at positions −4 to +4 with respect to pause sites. There is a striking preference for a TG and TA at the +1 and +2 positions (Figs. 2, *B* and *C* and S2) in all four strains. In addition, there is a preference for some trinucleotides with an A at the −4, −3, and −2 positions in all strains (Fig. S2). These strain-independent preferences at more distal positions from the pause site are in contrast from those at the −1, 0, and +1 positions, which can differ among the strains.

### Pausing differences between the gene body and 3′UTR

We compared sequence preferences at pause sites (positions −1, 0, and +1) between the gene body and the 3′UTR. For most trinucleotides, Pol II pausing preferences are similar between the gene body and the 3′UTR (Fig. 3*A*). However, pausing at GAT and GGT is more frequent in the gene body across all four strains (green bars). In contrast, pauses at CCG and GCT are less frequent in the gene body as Pol II speed increases (red bars). Trinucleotide preferences are more distinct between strains (Pearson R ranging from 0.56 to 0.83 across 3′ UTR pauses) than in different gene regions of a single strain (Pearson R ranging between 081 and 0.97) (Fig. 3*B*). These strong correlations are not observed when comparing two sets of randomly shuffled control pauses localized to the same genomic regions (Fig. 3*C*). Trinucleotide sequence preferences at positions flanking Pol II pause sites are similar at gene bodies and 3′ UTRs (Fig. S2).

**Figure 3:**
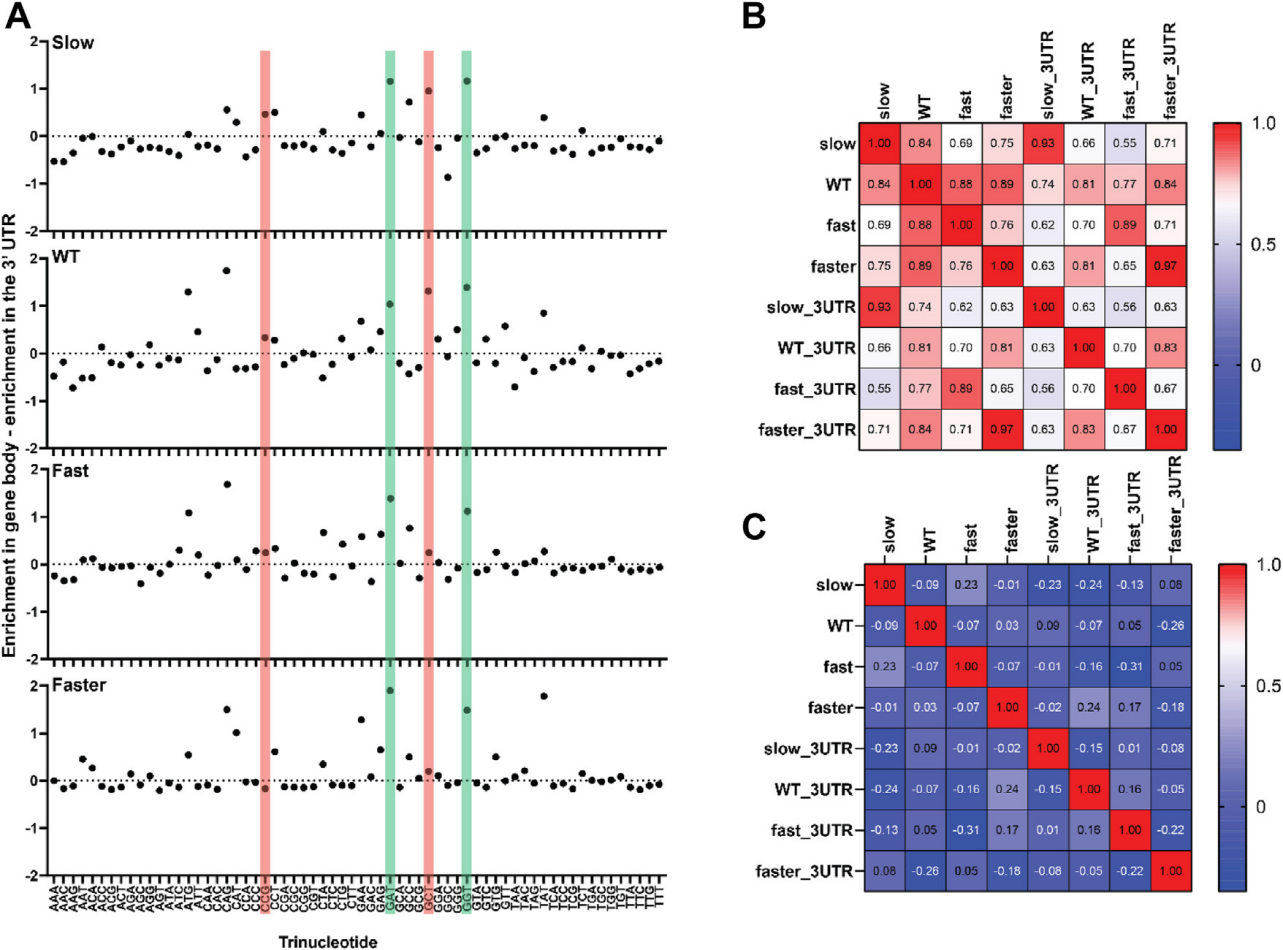
**Pausing sequence preferences track with Pol II speed.***A*, the effect of primary sequence on pausing frequency in the gene body vs. the 3′ UTR. The ratio of real to shuffled pauses in the 3′ UTR was subtracted from the ratio of real to shuffled pauses in the gene body for every trinucleotide sequence. A positive value indicates a trinucleotide is a more favorable pause sequence in the gene body compared to the 3′ UTR and vice versa. *Red bars* highlight trinucleotides where Pol II pausing changes with Pol II speed. *Green* bars highlight trinucleotides where Pol II pausing is not sensitive to speed-associated mutations. *B*, Pearson correlation matrix of trinucleotide enrichments in pauses across all strains. The number of real pauses at each trinucleotide was divided by the number of shuffled control pauses at that trinucleotide. These normalized ratios were compared across strains and summarized using a Pearson correlation coefficient. Pauses localized to the 5′ UTR and within the coding sequence (top four rows) or the 3' UTR (bottom four rows) of well-expressed genes were included. The number of pauses within the gene body (and 3′ UTR) for the different strains are as follows: Slow, 25,308 (10,365); Wild-type, 5755 (2823); Fast, 23,227 (8092); Faster, 61,970 (18,348). *C*, the correlation in part (*B*) was repeated for two sets of shuffled pauses.

### Polyadenylation sites are non-randomly distributed with respect to Pol II pauses

To investigate Pol II pausing positions relative to the profile of poly(A) sites in the same strains, we plotted the average percentage of Pol II pauses and polyadenylation sites across 3′ UTRs (Fig. 4, *A*–*D*). We used quantitative, nucleotide-resolution poly(A) profiles at all positions 400 nt downstream from the stop codon of each gene as well as nucleotide-resolution pause data. Wild-type Pol II shows a prominent pause signature near nucleotides with highest rates of polyadenylation (∼100 nt downstream of the stop codon; Fig. 4*A*). This relationship between Pol II pausing and poly(A) sites is impaired in Rpb1 derivatives with altered elongation rates, in which pauses are more evenly distributed throughout the 3′ region (Fig. 4, *B*–*D*).

**Figure 4:**
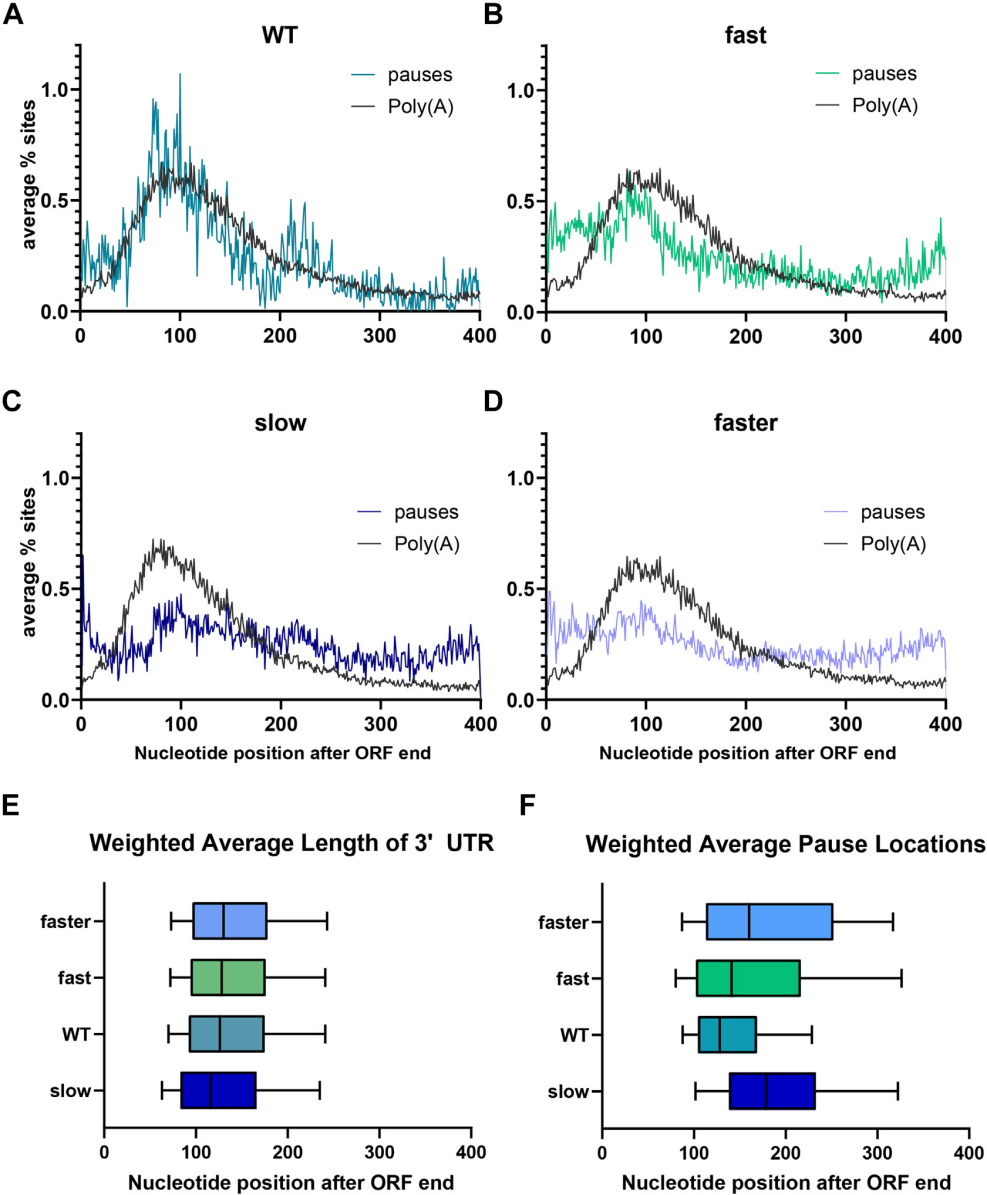
**Distribution of Pol II pauses and polyadenylation signals within 3′ UTRs in each Pol II mutant**. *A–D*, colored line graphs depict the average percentage of pause-associated nucleotides at each position 1 to 400 nt downstream of the stop codon, while the *black* line depicts the average percentage of poly(A) site-associated nucleotides at each position. Data represent combined biological replicates of NET-seq or 3′ READs data, respectively. *E* and *F*, weighted average locations of poly(A) sites (*E*) and pause sites (*F*) relative to the stop codon across yeast genes; poly(A) site data from (3, 5). Whiskers represent 10th to 90th percentile of the data with the median value indicated as a vertical line.

Pol II speed mutants change the relative utilization, but not the location, of poly(A) sites (3). Specifically, slow elongation rate causes an upstream shift in poly(A) sites, whereas fast elongation causes a downstream shift (Fig. 4*E*). Interestingly and in accord with the downstream shift in poly(A) sites, Fast and Faster Pol II derivatives exhibit a downstream shift in pauses (Fig. 4*F*). This downstream shift in Pol II pausing may reflect inefficient pausing as Pol II travels down the 3′UTR. However, the upstream poly(A) shift in the Slow Pol II strain is not accompanied by upstream-shifted pause locations, but rather by a downstream shift (Fig. 4*F*). Thus, Pol II pausing patterns do not directly correlate with poly(A) profiles for yeast Pol II derivatives with altered elongation rates.

### Spatial relationship between Pol II pauses and poly(A) sites

Because Pol II must travel past (downstream of) poly(A) sites to permit cleavage and polyadenylation, we addressed a potential spatial relationship between Pol II pause sites and upstream poly(A) sites. To quantitatively define this spatial relationship, we measured the number of poly(A) sites in 10 nt windows from 0 to 50 nt upstream of each Pol II pause site (Fig. 5, *A*–*D*) as well as the minimal distance between each pause and the nearest upstream poly(A) site (Fig. 5*E*). To avoid bias associated with pause-calling, we performed the same analyses using the same number of shuffled pauses that were randomly distributed through the same 3′ UTRs.

**Figure 5:**
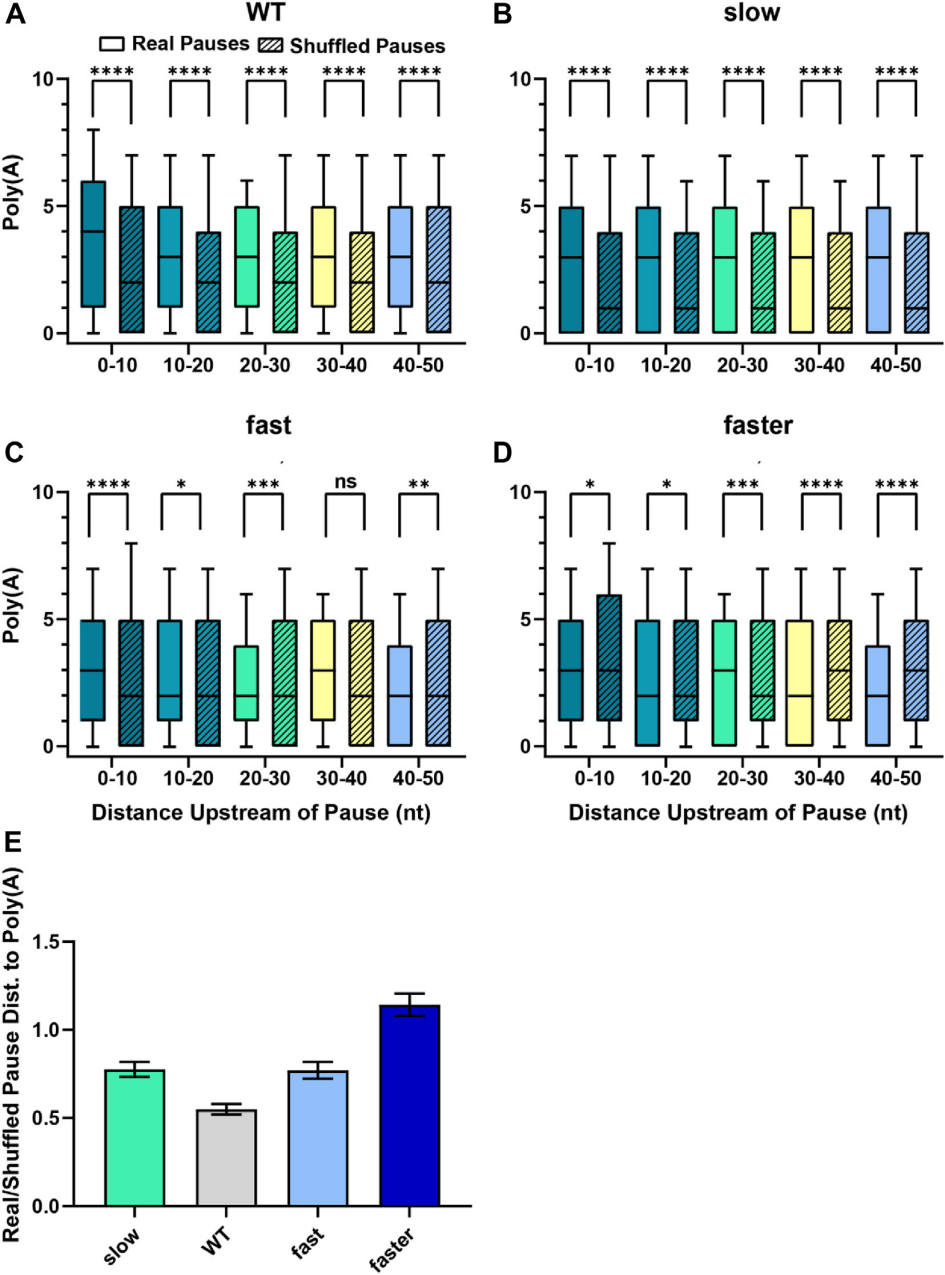
**Polyadenylation is associated with downstream Pol II pausing**. *A–D*, number of poly(A) sites across 10 nt bins 0 to 50 nt upstream to real 3′ UTR-localized pauses (solid color) or shuffled pauses (striped pattern) for yeast strains expressing the indicated Pol II derivative. Boxplots show *upper/lower* quartiles and median with whiskers representing the minimum and maximum values. Statistical significance was assessed by Kolomogorov-Smirnov test: n.s. *p* > 0.05; ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001. *E*, the average distance between a Pol II pause site in the 3′ UTR and the nearest upstream polyadenylation site expressed as a ratio between real and shuffled pause positions. Error bars represent standard error.

In wild-type cells (Fig. 5*A*), poly(A) sites are significantly overrepresented in 10-nt windows from 0 to 50 nt upstream of pauses compared to shuffled control pauses (*p* < 0.001, Kolmogorov-Smirnov test), suggesting that Pol II dwell time affects 3′ end processing. This pattern is upheld in the Slow strain (Fig. 5*B*), but it is less pronounced for the Fast and Faster strains where pausing appears less correlated to poly(A) sites (Fig. 5, *C* and *D*). The distance between Pol II pauses and poly(A) sites is lower in the wild-type strain compared to all three Rpb1 mutant strains (Fig. 5*E*). These observations suggest that although Pol II dwell times are related to polyadenylation, shifts in Pol II pauses are not sufficient to redistribute poly(A) sites.

### Genomic features associated with Pol II pausing in 3′UTRs

We used a random forest classifier (RFC) to assess how well poly(A) sites and other genomic features (DNA sequence and shape, chromatin landscape, Pol II CTD modifications) predict Pol II pause positions. These genomic features have been used to predict pauses in genes (19), but the analysis here is restricted to 3′ UTRs and limited to genes that pass the coverage threshold (>2 reads per nt) in both wild-type and the Rpb1 mutant strains. The 150 genes that pass the coverage threshold are heavily overrepresented for cytoplasmic translation and ribosome biogenesis (4.2 × 10^−110^ and 2.7 × 10^−35^ FDR-adjusted *p*-values, respectively).

We trained an RFC to make the binary distinction between *bona fide* pauses and randomly generated shuffled pauses in 3′ UTRs. The area under the curve (AUC) for each receiver operating characteristic (ROC) curve was visualized as a heatmap (Fig. 6). For calling Pol II pauses, poly(A) sites have similar predictive value (AUCs ≈ 0.60) as sequence context or DNA shape. All Rpb1 mutant strains had similar AUCs with respect to distance of the pause to the poly(A) site. However, the number of poly(A) sites within 10 nt of a putative pause was more important for the wild-type strain as opposed to mutant strains (Fig. S3). Consistent with previous reports, Pol II CTD modifications at Ser2, Ser5, and Ser7 were the least predictive feature category (19). This is expected because Pol II is phosphorylated at Ser2 throughout the 3′ UTR where essentially all poly(A) sites are located, whereas Ser5 and Ser7 phosphorylation peaks near the initiation site (22). Interestingly, chromatin landscape AUCs varied directly with elongation speed (Fig. 6), reaching maximal predictive value in the Faster strain (AUC = 0.77).

**Figure 6:**
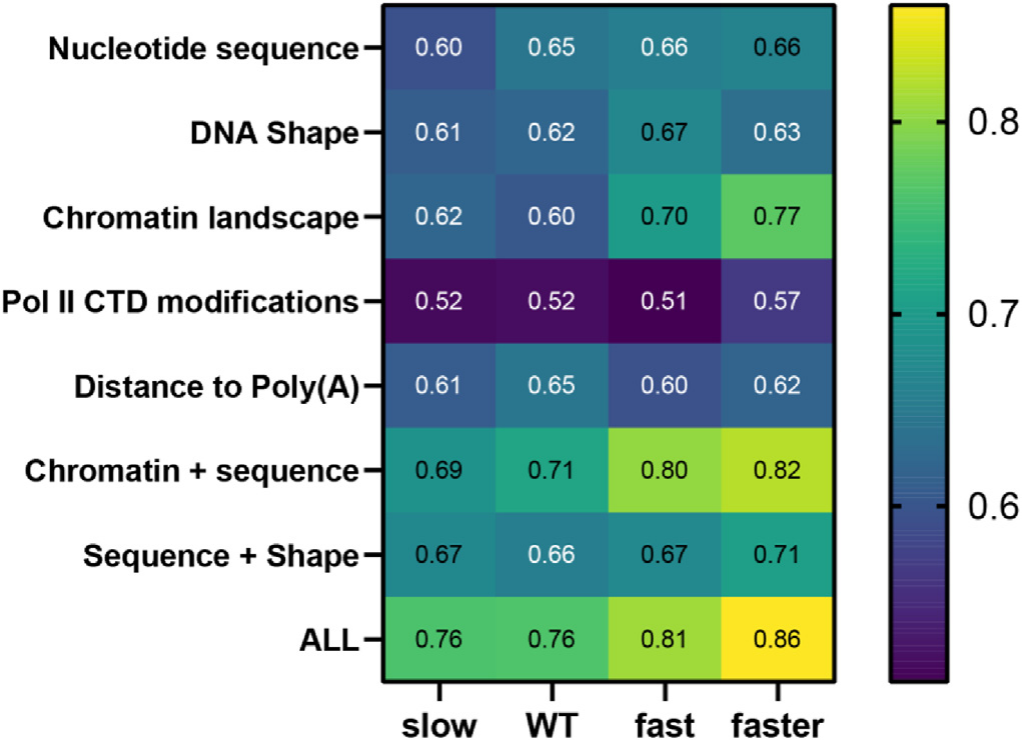
**Genomic features are associated with Pol II pausing in the 3′ UTR.** A random forest classifier was trained to perform a binary classification between real and randomly generated shuffled pauses using underlying sequence information or genomic features at each position. The predictive value of each set of features is expressed as an area under the curve (AUC) of the receiver operating characteristic (ROC), where a value of 0.5 represents a random classification. Analysis was restricted to genes that passed the coverage threshold in mutant strains as well as wild-type (n = 150) and also restricted to positions within 3′ UTRs. The RFC was trained on 75% of the loci and 25% of the loci were used to test model performance. The genomic features that comprise each feature category are listed in Fig. S2.

### Transcription factors impact pausing in the 3′ UTR differently from Rpb1 speed mutants

The impact of transcription factors on Pol II dynamics has been evaluated using an RFC trained on genomic features in wild-type yeast cells (19). 

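Poly(A) sites in the ubp8Δ and rpb4Δ strains were measured by 3′ READS, which sequences the 3′ ends of polyadenylated RNA fragments. All As at the end of a fragment are trimmed, so a poly(A) site is placed at the last base that is not an A. Where the genome encodes As next to that base, the cleaved nucleotide can lie further downstream. Ubp8 is the ubiquitin protease of the SAGA coactivator complex and Rpb4 is a Pol II subunit. Each strain was sequenced in 2 biological replicates, which the authors pooled into 1 profile per strain. The values therefore have no replicate error, and the strains were not tested against the spread between replicates. The authors trimmed the Ts at the start of each read, placed the next 17 bases uniquely and without mismatches on the SacCer3 genome, and kept reads with As that the genome does not encode. For each of 6198 annotated features, of which 5798 are ORFs, the authors gave each position from 1 to 400 nt downstream of the stop codon as a percent of the feature's highest position, and gave the summed signal of this 3′ UTR window, of the highest position and of the ORF in RPM, reads scaled to the size of the library. The paper's text does not describe the scaling. All highest-position values below 60 RPM, 4917 of them in ubp8Δ and 4611 in rpb4Δ, were whole multiples of a single value, 0.0614 RPM in ubp8Δ and 0.395 RPM in rpb4Δ. Taken as the value of 1 read, this corresponds to 16276262 reads in the pooled ubp8Δ library and 2529375 in the pooled rpb4Δ library. The 3′ UTR windows of the ORFs held 13034503 reads in ubp8Δ and 1977159 in rpb4Δ, a ratio of 6.59. At least 1 read was present in the windows of 5539 ORFs in ubp8Δ and 5326 in rpb4Δ, with a median of 525 and 93 reads per ORF, respectively. The libraries were amplified by PCR and the paper's text names no molecular identifiers, so intervals computed from reads cover counting error only. The deleted genes served as a check of the strains. The UBP8 ORF had 0 reads in ubp8Δ, which allows up to 0.184 RPM, and 4.75 RPM (12 reads) in rpb4Δ. The RPB4 ORF had 0 reads in rpb4Δ, which allows up to 1.19 RPM, and 14.98 RPM (244 reads) in ubp8Δ. A nucleotide was taken as a poly(A) site when its value was above 0, since the paper's text states no minimum, and the features other than ORFs were left out because they have no stop codon. Because more reads reveal more weakly used sites, values in ubp8Δ were also computed after random thinning of its reads to the number of window reads in rpb4Δ. The median of 10 draws was taken, or the first draw for named genes. This alternative was chosen after the depths had been seen.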

Here, we extend these analyses by comparing NET-seq to 3′READs data to understand what factors govern Pol II pausing in the 3′ UTR (Fig. 7*A*). Binary classification of Pol II pausing sites to the distance to the poly(A) sites across seven transcription factor knockout strains show a range of AUC values from 0.56 (*dst1Δ*; least predictive) to 0.65 in (wild-type; most predictive). In strains in which the distance to the poly(A) site is least predictive of Pol II pausing (*dst1Δ*, *chd1Δ*), the average distance between Pol II pauses and the nearest poly(A) sites are most similar to shuffled control (ratio ∼ 0.8); Fig. 7*B*). In general, lower AUC values in the “distance to poly(A)” category correlate with higher real/shuffled ratios of distance to poly(A) site.

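The distance of shuffled pauses to the nearest upstream poly(A) site, the denominator of the ratio in Fig. 7B, depends on how densely poly(A) sites are spaced in each strain. It was approximated by taking every position from 1 to 400 nt downstream of the stop codon of every ORF with a poly(A) site once. The mean distance was 59.8 nt in ubp8Δ (95% bootstrap interval over genes, 58.8 to 60.9 nt) and 76.5 nt in rpb4Δ (75.4 to 77.5 nt). These intervals describe the genes of one pooled profile per strain and hold no replicate error. Positions without any upstream poly(A) site in the window have no distance and were left out, which removed 14.9% of positions in ubp8Δ and 19.0% in rpb4Δ. The most upstream poly(A) site of a gene lay at a median of 47 nt in ubp8Δ and 62 nt in rpb4Δ. After thinning of the ubp8Δ reads to the rpb4Δ depth, the mean distance in ubp8Δ was 70.7 nt (70.4 to 71.1 nt over the draws). Among the alternatives, sites of at least 5% of a gene's signal moved the value in ubp8Δ most, to 103 nt, with 106 nt in rpb4Δ, and the genes with at least 20 sites in both strains moved the value in rpb4Δ most, to 43.4 nt, with 34.0 nt in ubp8Δ. The paper reports that cytoplasmic translation is overrepresented among the genes that passed its coverage threshold in wild-type and the Rpb1 mutants. The genes used for the deletion strains in Fig. 7B can differ from these. Over the 138 genes with names of ribosomal proteins, the distances were 36.3 nt in ubp8Δ and 56.0 nt in rpb4Δ. The Pol II pauses of these strains, which enter the numerator of the ratio and the AUC values, were not analysed here. The paper compares the AUC values with these ratios across strains. It states that, in general, lower AUC values for the distance to poly(A) sites go with higher ratios.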

**Figure 7:**
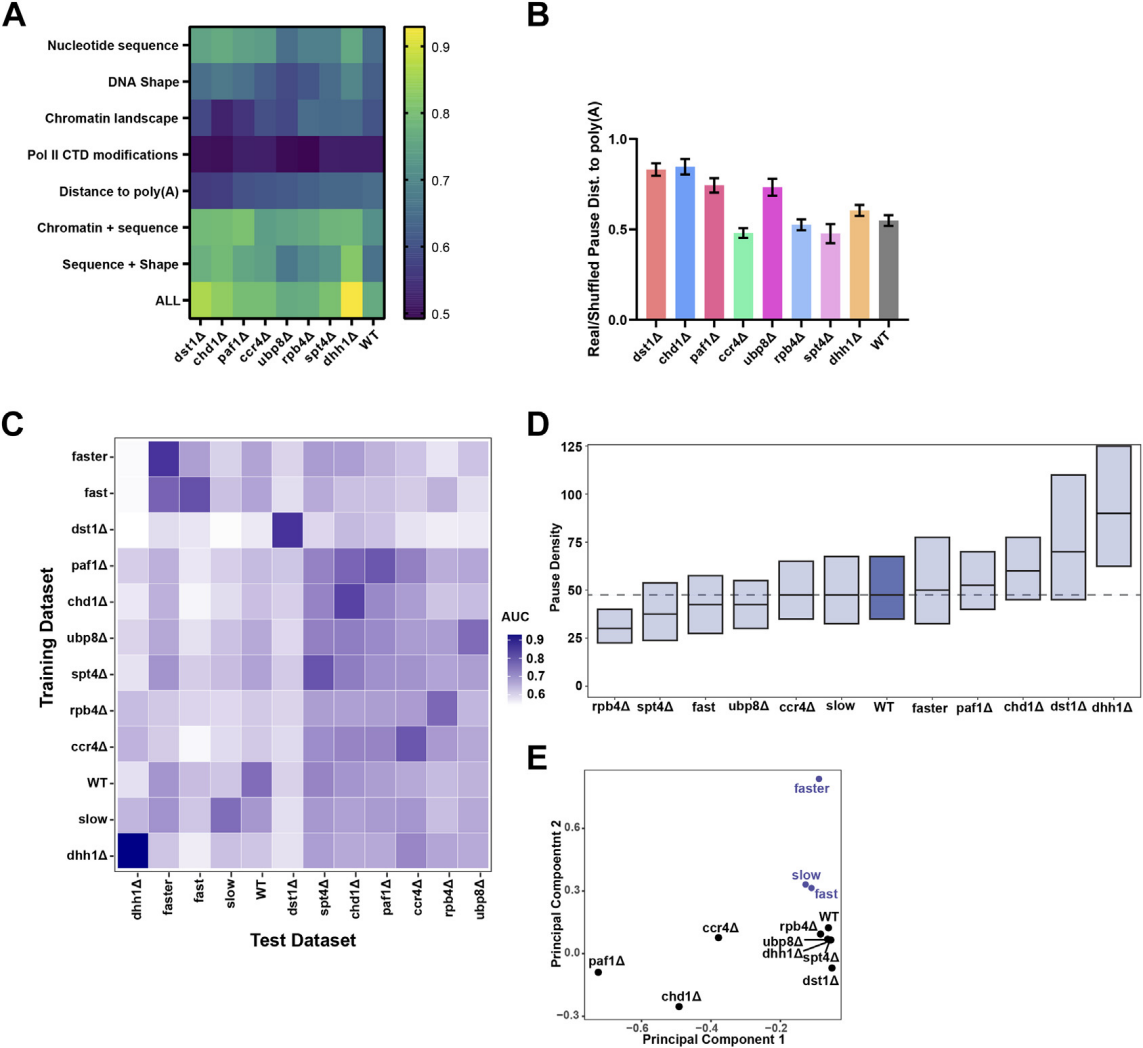
**Transcription factor deletion can disrupt the relationship between Pol II pausing and polyadenylation**. *A*, Heatmap showing AUC for binary classification of real and shuffled 3′ UTR pauses across transcription factor deletion strains. Strains are ordered from lowest (0.56) to highest (0.65) AUC value in the “Distance to poly(A)” feature category. Only high-coverage genes which pass coverage threshold in both mutant and wild-type strains were analyzed. *B*, ratios of the distance between a 3′ UTR pause and its nearest upstream poly(A) site between real and shuffled pauses in transcription factor deletion strains ordered as in (*A*). *C*, Heatmap of AUC values derived by training an RFC on all 3′ UTR pauses from one strain (y-axis) and testing the model on a different strain (x-axis) in a pairwise manner. Comparisons involving only one strain were made by training the RFC on 75% of the pauses and testing on the remaining 25% to evaluate performance. Data are hierarchically clustered across both x- and y-axes. Analysis was limited to genes that passed the coverage threshold in both the wild-type and the mutant strain. *D*, boxplots of pause density (number of pauses per kilobase) in the 3′UTR. The dashed line represents the median pause density of wild-type genes. *E*, principal component analysis based on Pol II pauses in the 3′ UTR of mutant strains. More common 3′ pause sites result in greater proximity between points on this plot.

We used Pol II pauses from each strain to train an RFC to predict pauses from every other knockout or Pol II mutant strain (Fig. 7*C*). As expected, each strain was a better training set for itself than for any other strain. Strains such as *dst1Δ*, which exhibit a global downstream shift in pausing compared to wild-type (19), are poor training data for predicting pauses in other strains. Conversely, Fast and Faster Pol II mutants, which have very similar transcriptional signatures, provide better training data for each other than for other strains. We note that Fast and Faster Rpb1 mutants show similar pausing patterns according to RFC analysis although they have dissimilar pause densities or total pauses per kb (Fig. 7*D*). These results indicate that the Fast and Faster Pol II have similar pausing patterns due to increased Pol II speed. Pausing in Rpb1 speed mutants is also set apart from wild-type and transcription factor knockouts by principal component analysis (Fig. 7*E*). Some knockout strains (*rpb4Δ*, *ubp8Δ*, *dhh1Δ*, *spt4Δ*) cluster very closely with the wild-type strain along the first two principal components, indicating relatively similar pause sites despite a change in pausing density (Fig. 7*D*).

## Discussion

### Transcriptional elongation rate affects Pol II pausing in 3′UTRs

Co-transcriptional processes are spatiotemporally coupled to the rate of Pol II elongation (4, 23). Yeast Pol II derivatives with slow or fast elongation rates cause upstream or downstream shifts in poly(A) sites, respectively (3). Poly(A) site shifts, and hence the link between Pol II elongation and polyadenylation, occur between 3′ isoforms including at the nucleotide level (5). Pol II occupancy increases downstream of the most abundant poly(A) sites in 3′UTRs (24, 25, 26, 27), indicating that polyadenylation is linked to Pol II slowdown. These observations strongly suggest that Pol II dwell time at the nucleotide-level affects the relative usage of poly(A) sites and that spatial coupling results in the cleavage/polyadenylation complex acting rapidly upon emergence of the nascent RNA from the Pol II elongation complex (5). However, the relationship between Pol II dwell time and poly(A) site selection has not been directly examined.

Here, we investigate the effect of Pol II speed on pausing as well as the relationship between Pol II pausing and poly(A) sites. By definition, Pol II speed mutants increase (Slow Pol II) or decrease (Fast Pol II) pausing on an overall basis, but it is difficult to measure absolute pausing rates. Consequently, our experiments measure relative levels of Pol II pausing at individual nucleotide locations within the 3′UTR, thereby generating a Pol II pausing profile.

Pol II pausing in the Pol II speed mutants can occur at different sequences than in the wild-type strain. Trinucleotide sequence analysis at the Pol II pause site (positions −1, 0, and +1) indicates subtly different nucleotide preferences of the mutant Pol II derivatives as compared to wild-type Pol II. In contrast, nucleotides flanking Pol II pause sites (position −4 to +4) show sequence preferences that are similar among the Pol II derivatives tested. Interestingly, pausing by the Fast and Faster Pol II derivatives shows a downstream shift analogous to the downstream shift in poly(A) sites, but pausing by the Slow Pol II derivative also shows a downstream shift.

These observations indicate that Pol II elongation rate affects the Pol II pausing pattern. This was not a foregone conclusion, as one might have expected that Pol II speed would have comparable effects on dwell time at each nucleotide position and hence no change in relative levels of pausing. Moreover, the change in pausing pattern does not appear to simply reflect a redistribution of pausing sites, as is seen with poly(A) sites. These observations indicate that, unlike poly(A) sites generated by the cleavage/polyadenylation complex, Pol II pause sites are not intrinsically determined by the Pol II elongation machinery.

There are two classes of explanations, not mutually exclusive, for the generation of new pausing sites in the Pol II elongation rate mutants. First, Pol II speed *per se* might have differential pausing effects at individual or clustered nucleotide positions. The similar pattern, both the downstream shift and the new positions, of the Fast and Faster Pol II mutants is consistent with this idea. Second, the Pol II speed mutants might affect sequence specificity (or other aspects of elongation such as effects on chromatin or functional interaction with elongation factors). The mutations examined here are located in the Pol II trigger loop, which affects entry to and stability of the nucleotide precursor at the active site (28, 29, 30). Consistent with this idea, these trigger loop mutations alter sequence preferences at the pause site but not at flanking positions.

### A complex relationship between Pol II pausing and polyadenylation

In all strains tested, Pol II pauses are non-randomly distributed with respect to poly(A) sites. More importantly, the wild-type strain shows a strong co-occurrence of pauses and poly(A) sites 50 to 150 nt downstream of the stop codon as well as a spatial relationship between Pol II pause sites and poly(A) sites. Poly(A) sites are significantly overrepresented 0 to 50 nt upstream of Pol II pauses compared to shuffled pauses, suggesting that Pol II dwell time can impact where polyadenylation occurs. However, Pol II pause and poly(A) sites co-occur less frequently in strains with altered Pol II elongation rates. In addition, slow Pol II elongation leads to upstream-shifted poly(A) sites, whereas Pol II pause sites are shifted further downstream. In Fast and Faster Pol II strains, poly(A) sites are less enriched upstream of pauses, consistent with the decreased overlap between pause and poly(A) sites.

Despite a reduced co-occurrence of pauses with polyadenylation sites, RFC analysis shows a similar predictive value for poly(A) sites as features across wild-type yeast and Pol II derivatives with altered elongation rate (AUC = 0.61–0.65; Fig. 6). However, in the wild-type Pol II strain, the number of poly(A) sites within 10 nt upstream of the pause site is more predictive than in the Slow, Fast, and Faster strains, relative to other features, consistent with a more direct relationship between pausing and polyadenylation in the wild-type strain. Finally, transcription factors related to elongation (Ccr4, Dhh1, Dst1, Paf1, Rpb4, Spt4, and Ubp8) and chromatin remodeling (Chd1) modulate the relationship between alternative polyadenylation and Pol II dynamics. Taken together, these results indicate that Pol II pausing correlates with polyadenylation, but shifts in pausing positions are imperfect predictors of poly(A) site usage.

## Experimental procedures

### Yeast strains

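UBP8 (YMR223W) lies on the plus strand of chromosome 13 of SacCer3, from 716715 to 718130, and RPB4 (YJL140W) on the plus strand of chromosome 10, from 150961 to 151626. No other gene is annotated on the same strand within 400 nt downstream of either stop codon. By the genotypes of the strains, HIS3 replaces the deleted gene in each of them. HIS3 has its own locus (YOR202W) on the plus strand of chromosome 15, from 721946 to 722608, and another same-strand gene overlaps the 400 nt downstream of it. The sequence downstream of each deleted ORF still gave 3′ READS signal. In ubp8Δ, the 400 nt downstream of the UBP8 stop codon, from 718131 to 718530, held 150 reads (9.2 RPM) at 9 poly(A) sites. Of this signal, 48.8% was at 337 nt. In rpb4Δ, where UBP8 is intact, 51 reads (20.17 RPM) were at 5 sites with 76.5% of the signal at the same position. Scaled to library size, this signal was therefore higher in rpb4Δ. The 400 nt downstream of the RPB4 stop codon, from 151627 to 152026, held 76 reads at 18 sites in rpb4Δ, with the highest site at 49 nt, and 2761 reads at 28 sites in ubp8Δ, with the highest site at 50 nt. Downstream of HIS3, 55.6% of the signal was at 166 nt in ubp8Δ and 53.0% of the signal was at 136 nt in rpb4Δ. The HIS3 ORF itself had 1 read in each strain. Reads of an inserted HIS3 with the same downstream sequence would be counted at the native locus, the only one in the reference, so the origin of these reads is not resolved.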

Transcription factor deletion strains ubp8Δ and rpb4Δ used to generate 3′ READs data for this study were the same as in (19). RPO21 mutants were derived from previously reported strains in (3) modified using standard PCR-based methods and lithium acetate transformation to express C-terminal 3x-FLAG epitope tagged Rpb3 from its endogenous locus.

### NET-seq library preparation

Native elongating Pol II RNA-protein complexes were isolated from each strain in biological duplicate essentially as described in (31). Briefly, cells were grown with shaking at 30 °C to mid-log phase (OD_600_ = 0.5–0.8) in YPD medium (2% Bacto Peptone, 1% yeast extract (Difco Laboratories), 2% dextrose), isolated by filtration, and flash-frozen in liquid nitrogen. Frozen cell pellets were cryogenically lysed by six three-minute cycles of grinding in a cryomill (RETSCH). Pol II-RNA complexes were affinity purified using anti-FLAG agarose slurry (Sigma Aldrich, A2220). Isolation of nascent RNA and library construction was performed as described in (19). Library concentration and size distribution was determined using a 2100 Bioanalyzer (Agilent) and qPCR quantitation with library-specific primer (TCCGACGATCATTGATGGTGCCTACAG). 150-bp single-read sequencing was performed on the Illumina Next-seq 500 using the Mid flow cell.

### NET-seq data pre-processing and alignment

NET-seq data from three elongation rate genotypes and one wild-type control was generated in this study (Fig, 1A). Additional, previously published NET-seq data from eight transcription factor knockouts (*ccr4Δ*, *chd1Δ*, *dhh1Δ*, *dst1Δ*, *paf1Δ*, *rpb4Δ*, *spt4Δ*, and *ubp8Δ*) was analyzed (19). Raw sequencing data was pre-processed and aligned as previously described (19). In summary, adapter sequences were removed using cutadapt (32) and fastq files were filtered using PRINSEQ (http://prinseq.sourceforge.net/). Filtered reads were mapped to the SacCer3 genome using TopHat2 (33) and reads that were potentially derived from mispriming during reverse transcription were eliminated. Finally, the 3′ ends of the nascent RNA fragments were annotated using a custom python script *via* the HT-seq package (34). Correlations between biological replicates were evaluated *via* two methods. First, correlations were computed by comparing RPKM values at the gene-level as in (19). Additionally, nucleotide-level correlations were computed using parameters bins -bs 1 with the multiBigwigSummary script from deepTools (35). Nucleotide-level correlations were restricted to genomic regions with high sequencing coverage (≥2 reads per nucleotide).

### Analysis of Pol II pauses

Pol II pauses were identified in high-coverage transcription units (≥2 reads per nucleotide). Both sequence coverage and pause locations were evaluated using read counts summed across two biological replicates. Sequence coverage was evaluated using previously defined transcription units as a reference (36). Transcription units were modified to include genomic coordinates 400 nucleotides downstream of each gene’s stop codon prior to pause-calling. Pauses were defined as nucleotides with sequence coverage of at least 2 reads and at least 3 standard deviations higher than the mean sequence coverage in the surrounding 200 nucleotides. Mean and standard deviation were computed by fitting the read counts at each position to a negative binomial distribution, as described previously (19).

Weighted average 3′ UTR pause positions were computed by taking the product of the pause position (relative to the stop codon) and the number of reads mapping to that pause position, summing these products for all pause positions in a gene’s 3′ UTR and dividing by the read total.

For each pause *in vivo*, the pause trinucleotide is defined by upstream −1 nucleotide, the 0 pause nucleotide, and the +1 downstream nucleotide. The same definition is used for an equivalent number of shuffled pauses, which were restricted to the same transcription units. The number of true *in vivo* pauses divided by the shuffled pauses at each trinucleotide is called the normalized nucleotide preference. Trinucleotide preferences were assessed for each strain and separately between the gene body and 3′UTR in each strain. Normalized trinucleotide preferences at each sequence were compared using a Pearson correlation coefficient. A second set of shuffled pauses was generated as a control and analyzed in the same way as real pauses. Additionally, trinucleotides two to four nucleotides from the pause site were analyzed.

Pause density was calculated as the total number of pauses in the 400 nucleotides downstream of the stop codon. Pause density is expressed as pauses per kilobase. Principal component analysis was used to visualize similarities in pausing across Pol II mutants and transcription factor knockout strains along the first and second principal components.

### Pause analysis with a random forest classifier

Random forest classifier analysis was carried out as described previously (19) with the following modifications. Pause analysis was restricted to the 3′ UTR, defined as the 400 nucleotides downstream of the stop codon for each gene that passed the minimal coverage threshold. Equal numbers of shuffled control loci were generated for each gene, but because pause analysis was restricted to the 3′ UTR, the number of shuffled pauses that were localized to the 3′ UTR were similar but not equal to the number of real pauses. 

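The poly(A) features of the classifier were computed from the ubp8Δ and rpb4Δ profiles for all 3′ UTR positions, in place of pauses, whose windows lie within the 400 nt. Summed over the 50 nt upstream, a position of an average ORF had 2.52 poly(A) sites in ubp8Δ (95% bootstrap interval over genes, 2.47 to 2.57) and 1.72 in rpb4Δ (1.69 to 1.76). The 5 windows differed little from each other within a strain: the mean rose from 0.490 sites at 0 to 10 nt to 0.514 at 40 to 50 nt in ubp8Δ, and from 0.334 to 0.350 in rpb4Δ. In the thinned ubp8Δ library the mean was 0.369 at 0 to 10 nt and 0.387 at 40 to 50 nt, with 1.90 sites over the 50 nt. A nucleotide counts as a site in these values however few reads it has. Restricted to sites with at least 5% of a gene's signal, the means over 50 nt were 0.621 in ubp8Δ and 0.606 in rpb4Δ. The ribosomal protein genes moved the value in ubp8Δ most, to 5.35 sites, with 3.74 in rpb4Δ.

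**Figure D1:**
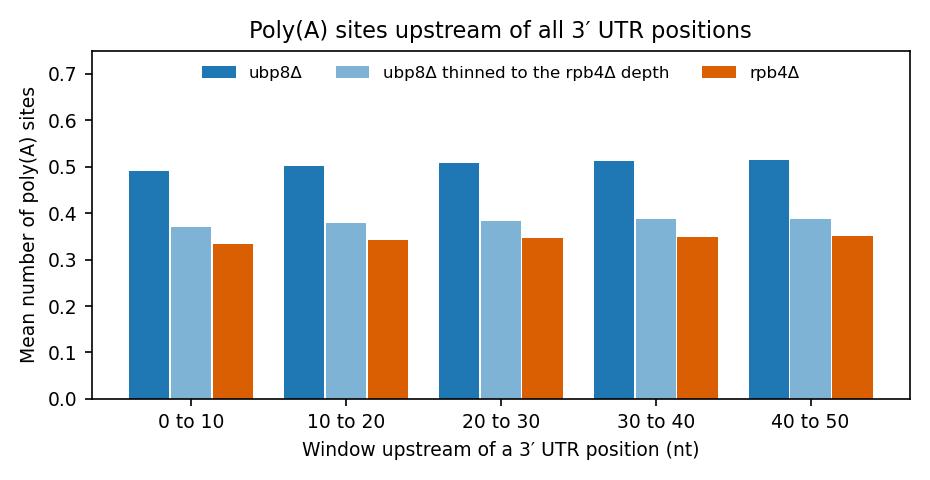
Mean number of poly(A) sites (y axis) in 10-nt windows upstream of 3′ UTR positions (x axis, nt) over ORFs in ubp8Δ, in ubp8Δ with its reads thinned to the rpb4Δ depth, and in rpb4Δ; 1 pooled profile per strain, so there are no error bars. In the window from 0 to 10 nt the means are 0.490, 0.369 and 0.334, and the same order holds in the other windows.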

The feature category defined as “Gene” in (19) was replaced by features relating specifically to polyadenylation: distance to the nearest upstream polyadenylation site and the quantity of polyadenylation sites located 0 to 10, 10 to 20, 20 to 30, 30 to 40, and 40 to 50 nucleotides upstream of each pause. Polyadenylation data was collected for each strain individually.

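The weighted average location of poly(A) sites, the mean position weighted by signal, had a median over genes of 126 nt downstream of the stop codon in ubp8Δ (95% interval of the median over genes, 124 to 129 nt) and 124 nt in rpb4Δ (122 to 126 nt). Over the 5289 ORFs with a profile in both strains, the median of the per-gene difference, rpb4Δ minus ubp8Δ, was -0.469 nt (-0.726 to -0.169 nt). The difference was negative for 2763 genes and positive for 2518, and it lay within 10 nt for 53.9% of genes. With each gene's highest site or its weighted median position in place of the weighted average, the median difference was 0 nt, but 52.6% of genes had no difference in the highest site and 43.0% had none in the weighted median position. The ribosomal protein genes moved the median most, to -4.12 nt. The average profile, with each gene scaled to 100%, held 54.8% of its signal 50 to 150 nt downstream of the stop codon in ubp8Δ (95% bootstrap interval over genes, 53.8% to 55.8%) and 57.9% in rpb4Δ (56.7% to 58.9%). Its highest position was at 73 nt in ubp8Δ and 93 nt in rpb4Δ, but the bootstrap interval ran from 73 to 114 nt in both strains, so a difference between the maxima was not detectable. Over the ribosomal protein genes, the share at 50 to 150 nt was 70.1% in ubp8Δ and 71.9% in rpb4Δ.

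**Figure D2:**
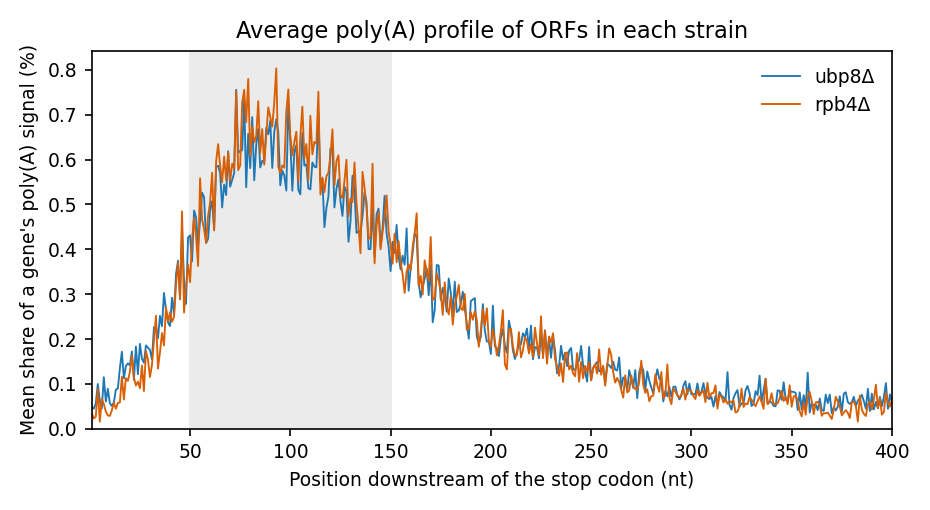
Average poly(A) profile of each strain, with the position downstream of the stop codon in nt (x axis) against the mean share of a gene's signal at that position in percent (y axis); the shaded interval is 50 to 150 nt. The lines are 1 pooled profile per strain over 5539 ORFs in ubp8Δ and 5326 in rpb4Δ, and the shaded interval holds 54.8% and 57.9% of the signal.

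Single genes differed more. Among the 1010 ORFs with at least 20 poly(A) sites in both strains, the largest upstream differences in rpb4Δ were those of RPL38 (YLR325C, minus strand of chromosome 12, 781143 to 781379) and MPP10 (YJR002W, plus strand of chromosome 10, 438865 to 440646). The weighted average of RPL38 was 338 nt in ubp8Δ from 1813 reads and 260 nt in rpb4Δ from 187 reads, and that of MPP10 was 244 nt from 3182 reads and 170 nt from 438 reads. The largest downstream differences were those of ATP17 (YDR377W, plus strand of chromosome 4, 1228611 to 1228916), at 199 nt in ubp8Δ from 528 reads and 275 nt in rpb4Δ from 225 reads, and NUP192 (YJL039C, minus strand of chromosome 10, 368748 to 373799), at 243 nt from 2057 reads and 308 nt from 187 reads. Standard errors from the reads of these values were between 1.66 and 7.21 nt. All of these differences depended on the window. Over positions 1 to 300, the difference was -22.6 nt for RPL38, whose highest site in ubp8Δ was at 397 nt, -26.6 nt for MPP10 and 98.6 nt for ATP17. The direction for NUP192 changed there, with a difference of -28.6 nt, and that for ATP17 on positions next to a genomic A, with a difference of -7.93 nt without them. Among the genes that name the study's strains and subunits, RPB3 differed by -58.9 nt, RPO21 by -44.6 nt and SPT4 by -29.3 nt. RPB3 carries a tag and a marker at its own locus in both strains. SPT4 has another same-strand gene within 400 nt downstream, whose reads could fall in its window. Over the alternatives, these differences kept their sign but ranged from -123 to -8 nt for RPB3, from -117 to -18.9 nt for RPO21 and from -69 to -24.6 nt for SPT4. CCR4 differed by 47.4 nt from 53 reads in rpb4Δ (16 to 133 nt over the alternatives), CHD1 by 6.73 nt and DST1 by 1.74 nt. PAF1 differed by 28.4 nt from 18 reads in rpb4Δ and DHH1 by -12.4 nt from 15 reads. The signs for CHD1, DST1, PAF1 and DHH1 changed under other definitions of the position, which gave -4 nt for CHD1 (77.8 nt without positions at or before a genomic A), -35 nt for PAF1 and 5 nt for DHH1 with the highest site and -6.32 nt for DST1 over positions 1 to 300.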

Optimized parameters for training a random classifier on all features were evaluated using the wild-type dataset as described previously (19) and used to analyze the remaining datasets (final parameters: mtry = 5, ntrees = 2000). Only high-coverage genes in mutant strains that also passed the coverage threshold in the wild-type strain were used for analysis.

### 3′ READS library preparation

3′ READS data derived from *rpb4Δ* and *ubp8Δ* strains were generated as part of this study. Cells were grown to mid-log phase (OD_600_ = 0.5–0.8) in YPD with shaking at 30 °C, Cells were lysed and RNA was prepared using the hot acid phenol method (37). RNA was then treated with DNAse I (NEB), and re-purified *via* Qiagen RNeasy kit according to manufacturer’s instructions. Polyadenylated fragments were isolated from 25 μg of total RNA starting material and 18 cycles of final PCR amplification according to the protocol in (38). Library fragment size and concentration was determined using an Agilent 2100 Bioanalyzer. Paired-end sequencing was performed using the Illumina Novaseq platform with the SP flowcell.

### 3′ READS data analysis

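In the ubp8Δ profile, 103477 nucleotides in the 3′ UTR windows of ORFs had a value above 0, with a median of 16 poly(A) sites per 3′ UTR (95% interval of the median, 15 to 16). In the rpb4Δ profile there were 67109 sites with a median of 10 (interval 10 to 10). A site had a median of 15 reads in ubp8Δ and 5 reads in rpb4Δ, and 13.9% of sites in ubp8Δ and 20.8% in rpb4Δ rested on 1 read. A further 295 positions in ubp8Δ are listed with a value that rounds to 0 and were not counted. At the depth of rpb4Δ, the thinned ubp8Δ library had a median of 11 sites in each draw. With sites of at least 1% of a gene's signal, the medians were 9 in ubp8Δ and 8 in rpb4Δ. The genes with at least 20 sites in both strains moved the medians most, to 36 in ubp8Δ and 26 in rpb4Δ, since they were chosen for their number of sites. In the ORFs with a profile in both strains, 48321 sites were shared. They made up 47.2% of the sites in ubp8Δ (95% Wilson interval, 46.9% to 47.5%) and 72.1% of the sites in rpb4Δ (71.7% to 72.4%), and they held 94.0% of the reads in ubp8Δ and 96.7% in rpb4Δ. Sites in ubp8Δ without a counterpart in rpb4Δ had a median of 7 reads, against 40 reads at shared sites. The highest site was the same nucleotide in both strains for 2782 genes. Across the 400 positions, the median Pearson correlation of a gene's profiles in the strains was 0.830, a value within genes and not between replicates. For comparison, pairs of disjoint random draws from the ubp8Δ library, each of the rpb4Δ depth, shared 85.8% of their sites and had a median correlation of 0.970. The thinned ubp8Δ library shared 55.5% of its sites with rpb4Δ, which is below the share between draws from one library. Such draws hold no difference between libraries, and copies of one amplified molecule can fall in both. A separate library, even of the same strain, could therefore share less, so the comparison does not separate strains from libraries. The draws and their comparison were chosen after the data had been seen. Replicates of a strain could not be compared in the same way because they are pooled.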

Polyadenylation sites specific to each strain were identified using 3′ READS sequencing (14). Data was pre-processed using Python 3 scripts (www.python.org) according to previously published protocols (16). Briefly, T nucleotides at the 5′ end of the R1 read were counted and trimmed from each R1 read. The total number of Ts was then appended to each read ID. Since Ts at the 5′ of the R1 read correspond to potentially polyA-derived nucleotides, reads that did not begin with T were omitted from further analysis. The following 17 bases were aligned to the SacCer3 genome using bowtie with parameters disallowing mismatches and non-uniquely mapping reads (39). 

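The unique matching of 17 bases can be traced in the profiles. In the genome sequence of strain S288C (assembly R64), 5787 of the 5795 ORFs found by name had the same start and end as in the profiles, and 124380 of the 2319200 positions in the 3′ UTR windows of ORFs (5.36%) end a sequence of 17 bases that occurs more than once in the genome, counting both strands. None of the 103772 listed positions in ubp8Δ and none of the 67109 in rpb4Δ was among them, so the share at such positions was 0% in both strains. Of 100 ORFs in which at least 90% of the window consists of such positions, 95 had no read in either strain, whereas 127 of the other 5698 ORFs had none.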

True polyadenylation sites were then identified by comparing the number of appended T nucleotides associated with each bowtie-mapped read to the number of genomically-encoded As at that genomic location. Only reads derived from reverse transcription of non-genomically encoded As were retained for further analysis.

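The reference sequence at the sites shows where the trimming of the Ts places them. Genomic A makes up 32.3% of the 2319200 positions in the 3′ UTR windows of ORFs, but no listed position in either strain was an A. Among the listed positions, 43.4% in ubp8Δ and 43.1% in rpb4Δ were a T, 32.1% and 33.7% a C, and 24.5% and 23.2% a G. Of the 1570141 window positions with one of these bases, 49.5% were a T, 26.2% a C and 24.3% a G. The next genomic base downstream was an A at 66437 of the listed positions in ubp8Δ and 45608 in rpb4Δ (68.0%), against 30.4% of the window positions with a C, G or T. These positions held 83.4% of the reads in ubp8Δ and 84.0% in rpb4Δ. In a read, an A of the tail looks the same as a templated A, so cleavage within a run of As is placed at the base before the run. The excess of A as the next base can therefore come from the trimming and is not evidence of a sequence preference. Without the positions that are, or are followed by, a genomic A, the median number of sites per 3′ UTR was 5 in ubp8Δ and 3 in rpb4Δ. These medians cover only the 3′ UTRs with a site left, 4960 in ubp8Δ and 4315 in rpb4Δ.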

### External datasets

External data sets are available *via* the Gene Expression Omnibus (GEO) as follows: NET-seq for *ccr4Δ*, *chd1Δ*, *dhh1Δ*, *dst1Δ*, *paf1Δ*, *rpb4Δ*, *spt4Δ*, *ubp8Δ*, GSE159603 (19); 3′ READS for WT, slow (RPO21-F1086S), fast (RPO21-L1101S), faster (RPO21-E1103G), and *spt4Δ*, GSE151196 (3); data for RFC features was generated as in (19) from data deposited in GEO under accessions GSE92973 (40), GSE141056 (41), GSE61888 (42), GSE98573 (43).

## Data availability

NET-seq data for WT, Slow (*RPO21-F1086S*), Fast (*RPO21-L1101S*), and Faster (*RPO21-E1103G*) and 3′ READS data for *ubp8Δ* and *rpb4Δ* were generated as part of this project and are available at GEO (accession number GSE234406). 3′ READS data for *ubp8Δ* and *rpb4*Δ strains are available.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

# Supplementary material for: Elongation rate of RNA polymerase II affects pausing patterns across 3′ UTRs
**Source:** J Biol Chem. 2023 Sep 24;299(11):105289. doi: 10.1016/j.jbc.2023.105289
**Supplement:** Supplementary information

Figure S1

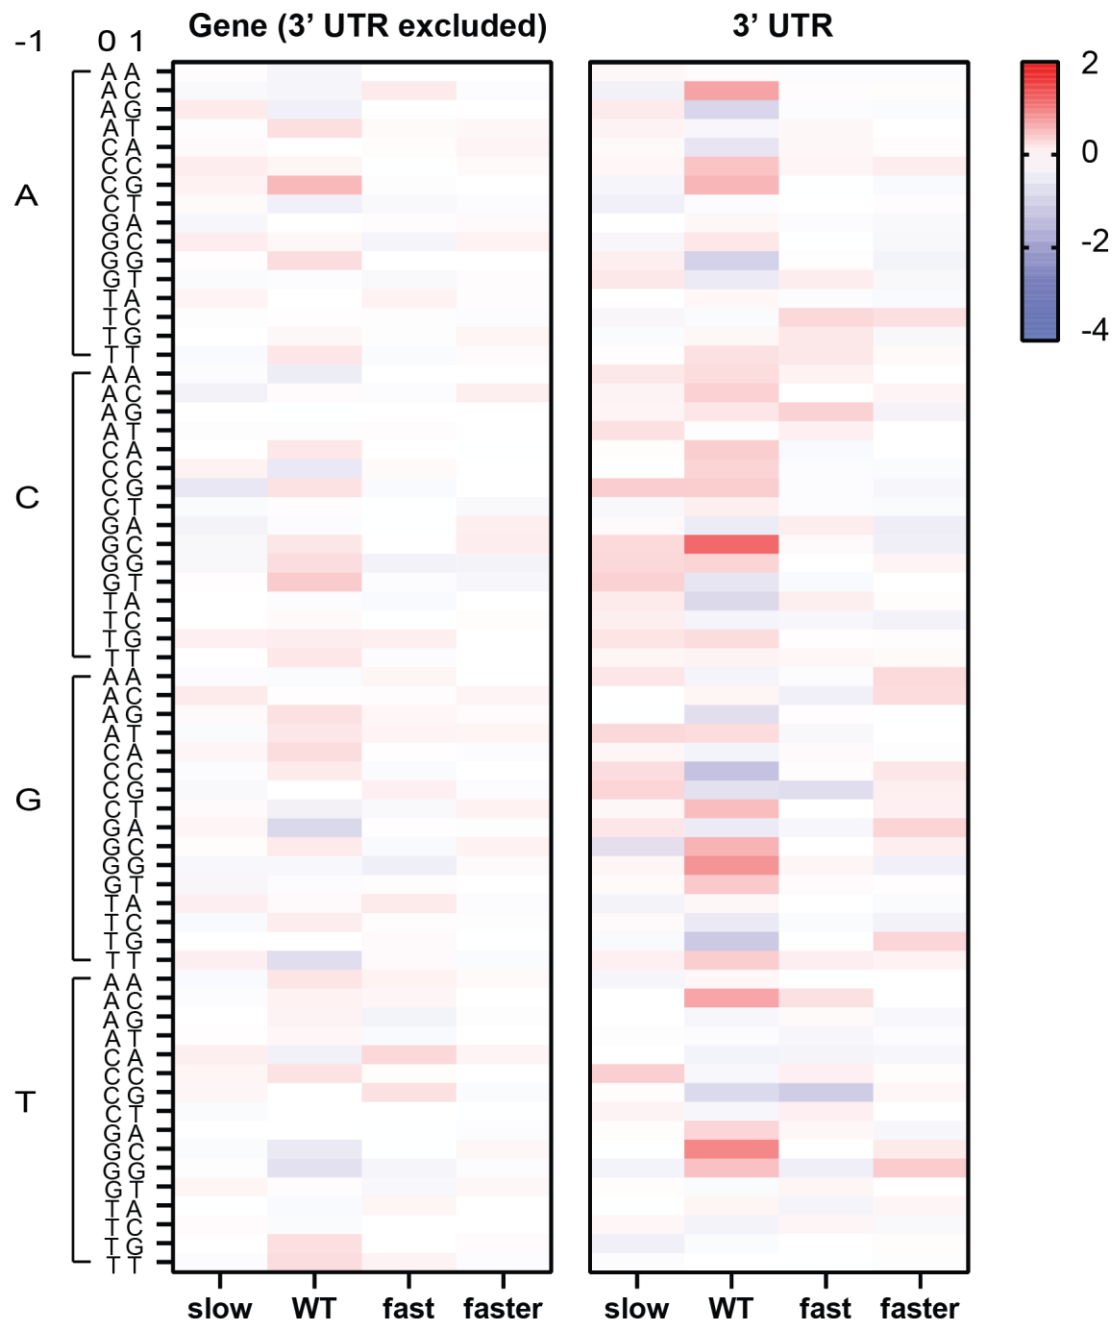

Figure S1. A control showing trinucleotide analysis performed on two sets of shuffled pauses. As a control for the analysis in Fig. 2, real Pol II pauses were shuffled twice. The two sets of shuffled pauses were then compared to each other, rather than to the real pauses from NET-seq analysis. The overall number of pauses remains the same, and is restricted to the same genes and 3' UTRs as the analysis in Fig. 2.

Figure S2

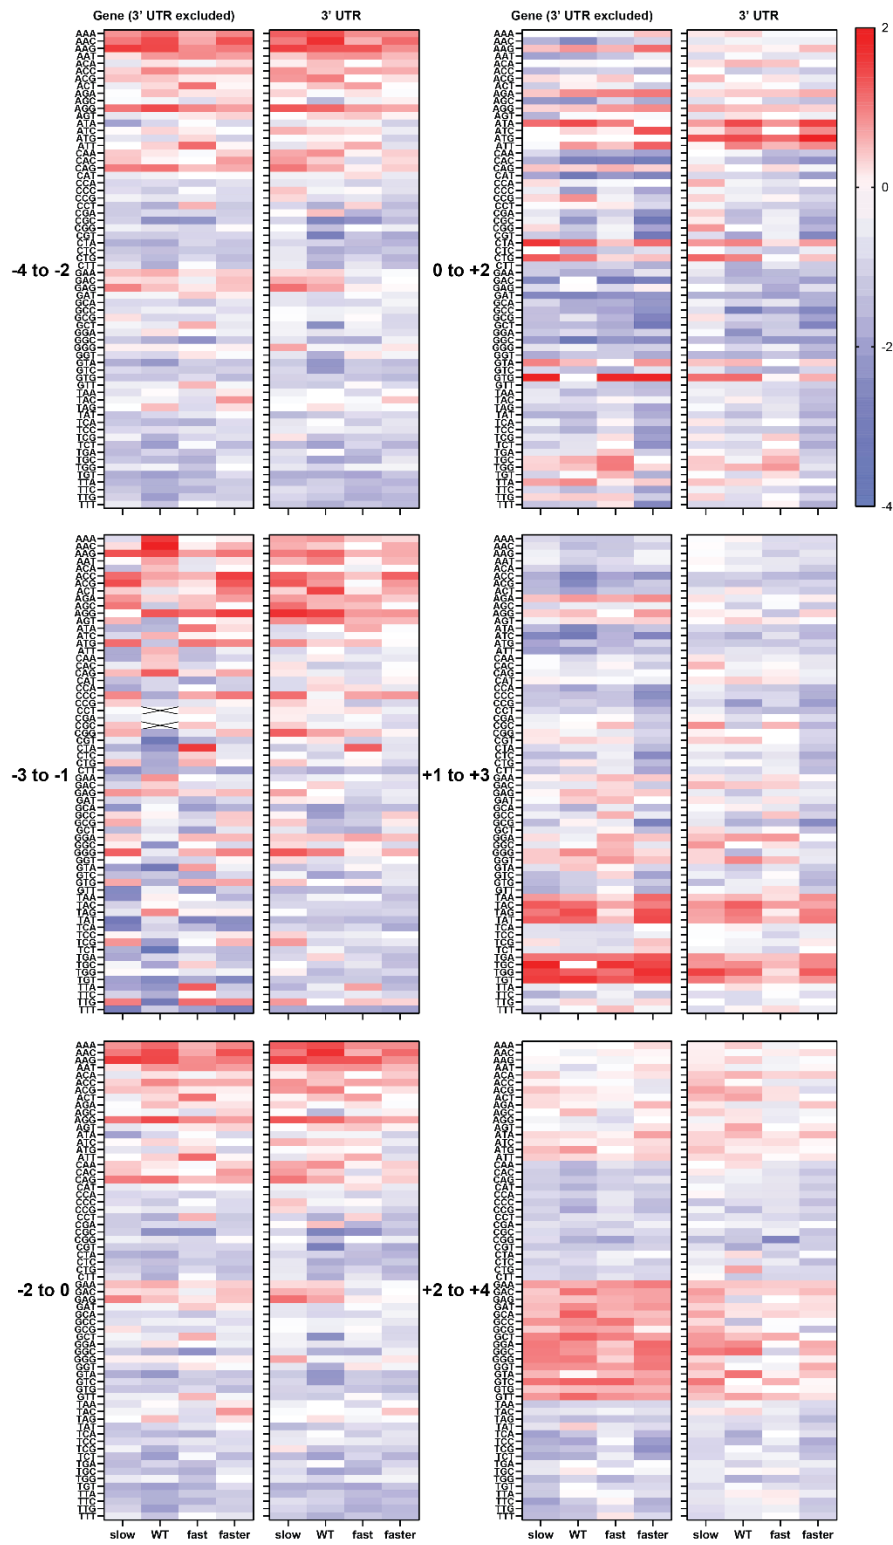

Figure S2. Trinucleotide analysis shown in Fig. 2 extended -4 to +4 up and downstream of the pause site.

Figure S3

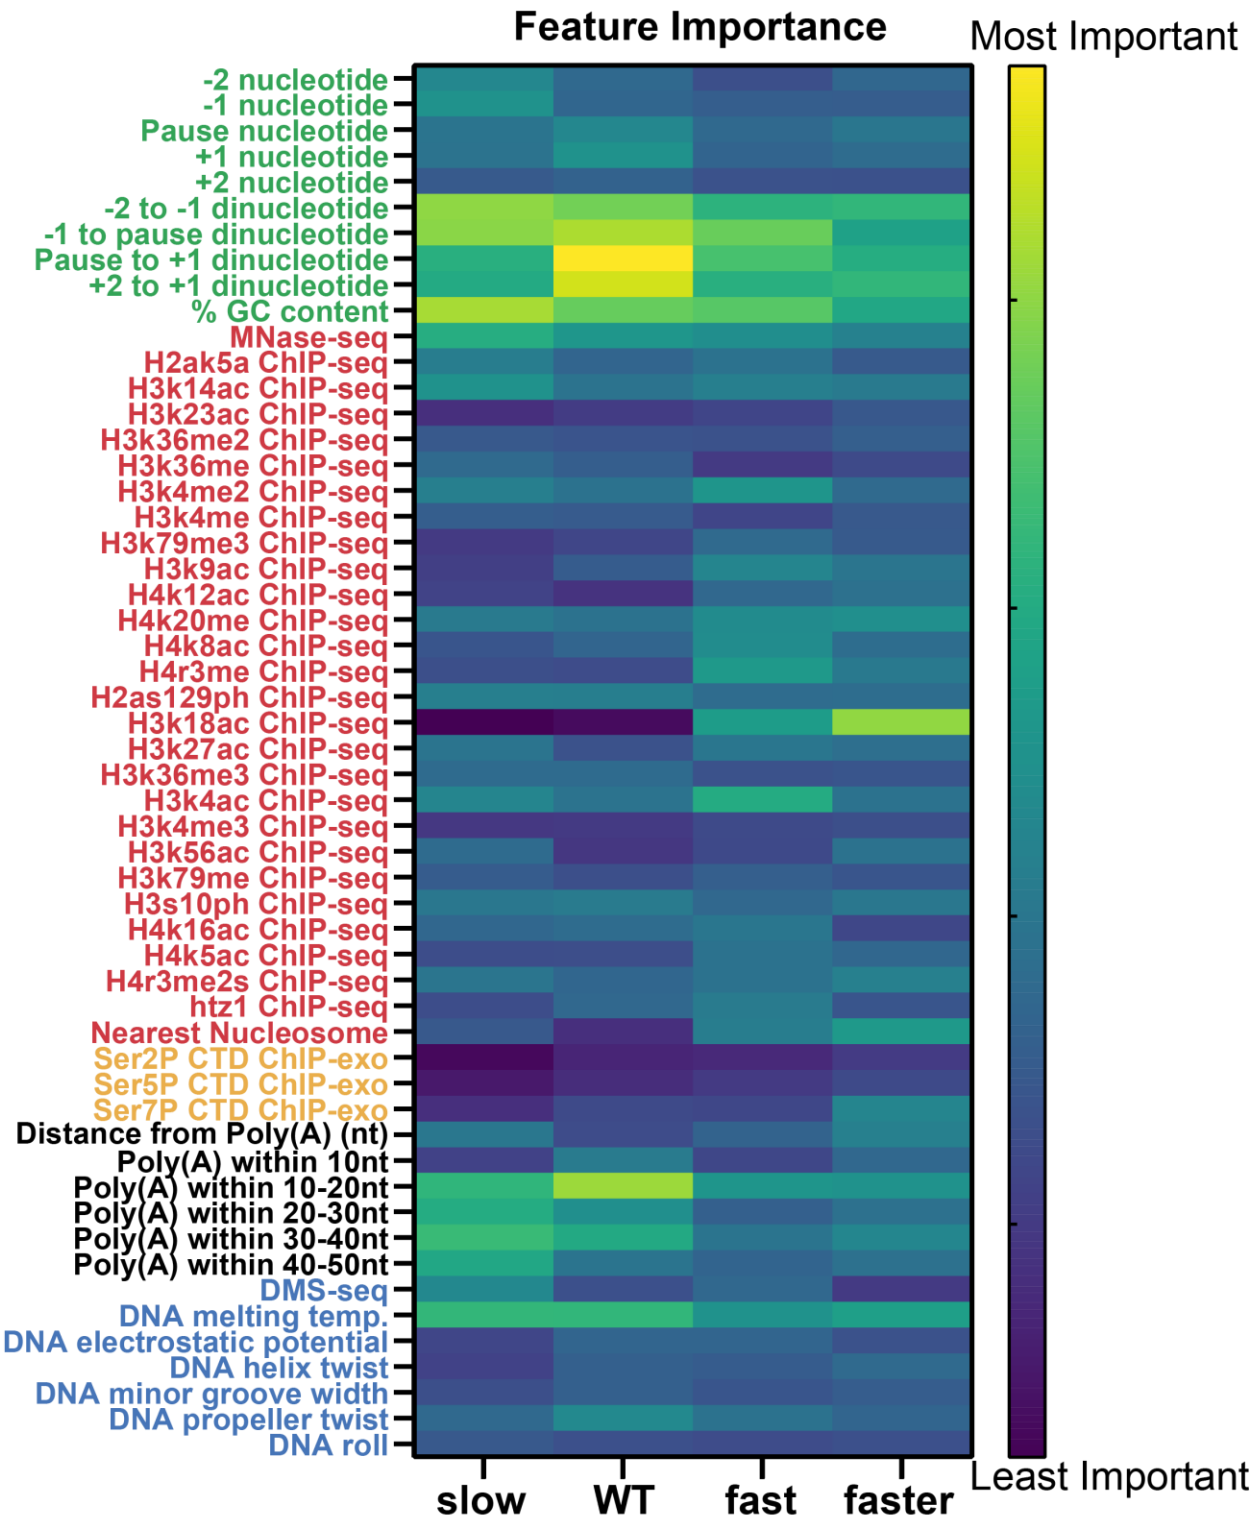

Figure S3. Individual genomic features influence predictive capacity of the RFC to varying extents. Relative importance of each individual feature used to train the RFC, represented as the mean decrease in accuracy upon omission of that feature during

model training. Colors are adjusted such that intensity is kept constant for each strain. Features are color coded by feature category, as green= nucleotide sequence, red= chromatin feature, yellow= Pol II CTD modification, black= distance to poly(A), blue= DNA shape.

How the deposited data were processed for this re-analysis (not part of the article)

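The data analysed here are the 3′ READS profiles of the ubp8Δ and rpb4Δ strains, 2 biological replicates per strain pooled by the authors into 1 profile each. The NET-seq samples were not analysed here. The authors counted and trimmed the Ts at the start of read 1, dropped reads without a T, and aligned the next 17 bases to SacCer3 with bowtie without mismatches and with unique matches only. They then compared the Ts with the As encoded at that location and kept reads from As that are not encoded. The deposited position values are a percent of each feature's highest position, rounded to 2 decimals, and the deposited values for the window, the highest position and the ORF are in RPM, as scaled by the authors. The deposited profiles also give the percent of reads inside the ORF, which was recomputed from the RPM values.

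Conditions were taken from the sample labels and the paper. Whole reads were recovered from the RPM value of 1 read, 0.0614 in ubp8Δ and 0.395 in rpb4Δ, found as the common step of the highest-position values. All tested values (4917 and 4611) were whole multiples of it. Reads at single positions were recovered from the rounded percent and set to at least 1. The paper's text does not describe the scaling, and the reading of this step as 1 read scaled to the library size rests on the values alone.

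All values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The analysis covers the 5798 ORFs, because other features have no stop codon; this was settled after the types of features in the profiles had been seen. The 400 features of other types, such as tRNA and snoRNA genes, enter only 1 alternative and the closing observations. A poly(A) site was any nucleotide from 1 to 400 nt downstream of the stop codon with a value above 0. The weighted average was the mean position weighted by the values. Distances were taken from each position to the nearest site at or upstream of it, and windows covered the sites 0 to 10, 10 to 20, 20 to 30, 30 to 40 and 40 to 50 nt upstream, each without its upper bound. The average profile was the unweighted mean over genes scaled to 100%. Coordinates are those of the profiles, and bases, neighbouring genes and repeated 17-base sequences were taken from the R64 assembly of S288C, in which 5787 of 5795 ORFs found by name had the same start and end.

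Intervals of 95% are binomial order-statistic intervals for medians, Wilson intervals for shares of sites, and bootstrap intervals from 500 resamplings of genes for means and profiles. Genes are not independent replicates, and these intervals describe the pooled profiles only. With 1 pooled profile per strain, no test between strains against replicate error was possible, and the test on recovered reads compares the libraries only. Ribosomal protein genes were taken by name alone (names beginning with RPL, RPS or RPP and a digit, 138 genes). A gene of another function with such a name can be among them. The 138 genes were compared with 10000 random lists of other genes, drawn for each gene from the 50 others closest in mean window RPM. Depth limits the number of sites: the windows held 13034503 reads in ubp8Δ and 1977159 in rpb4Δ. The ubp8Δ reads were therefore thinned to 15.2% in 10 random draws, of which only the first was used for the named genes.

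The functions were tested on simulated data with known answers. In libraries drawn for 4248 genes with the read totals of both strains, and with 200 genes moved by 40 nt, a read test at an adjusted p of 0.05 recovered 174 of the moved genes and called 12 others. The simulated reads were drawn independently from the ubp8Δ profiles, without amplification or differences between libraries. This result therefore does not show how the read test behaves on the real libraries. All 11 checks passed.

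The genes named were set by a rule before the data were examined: the genes that name the study's strains and subunits, the HIS3 marker, and the 2 genes with the largest upstream and the 2 with the largest downstream difference in weighted average among ORFs with at least 20 sites in both strains. Alternatives were other definitions of a site (at least 1% or 5% of a gene's signal, or sites within 10 nt merged), other gene sets, positions 1 to 300, the highest or weighted median position, weighting by total signal, smoothing over 11 nt, other treatments of the distance, and leaving out positions that are or precede a genomic A. Thinning, all annotated features, a comparison of draws from one library and a test on recovered reads (Fisher's exact test per gene, two-sided, with at least 20 reads in both libraries) were added after the data had been seen. Fits with replicates left out were not possible, since the replicates are pooled.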

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

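The tests in this part were set after the totals of the libraries had been seen and before the tests themselves were run.

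Signal inside ORFs, which the paper does not report on, made up 10.9% of the reads counted in ORFs and 3′ UTR windows in ubp8Δ and 5.19% in rpb4Δ. Over ORFs alone, without the other features, the shares were 10.8% (95% bootstrap interval over genes, 9.33% to 12.7%) and 5.14% (4.48% to 6.11%). Among 4602 ORFs with at least 20 reads in both strains, the share was higher in ubp8Δ for 3460 and higher in rpb4Δ for 1026, with medians of 11.6% and 3.39%. These per-gene values were not brought to equal depth. A gene's share from few reads is coarse, in rpb4Δ above all, so the gap between the medians may be overstated. The tables argue against 3 technical explanations as the whole cause. Without the 1% of ORFs with the most ORF reads in either library, ubp8Δ was still higher by 5.00 percentage points. Over ORFs with no same-strand gene within 400 nt upstream or overlapping, whose 3′ end reads could fall in the ORF, it was higher by 5.29 points. Over the 2111 ORFs with no run of 6 As, where internal priming at such runs cannot occur, it was higher by 3.50 points (2.13 to 5.61), so such runs may account for part of the difference. A difference between the libraries in preparation or RNA quality, and an effect of the deletions, both stay open: each strain has 1 pooled profile, and neither was tested.

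Windows of features other than ORFs, on which the paper does not report, held 0.829% of the window signal in ubp8Δ and 0.783% in rpb4Δ. The similar totals hide opposite differences. Downstream of the 77 snoRNA genes the signal was 4817 RPM in ubp8Δ and 1285 RPM in rpb4Δ, and 65 of these genes were higher in ubp8Δ. Downstream of the 275 tRNA genes it was 4814 RPM in rpb4Δ and 1699 RPM in ubp8Δ, and 163 of them were higher in rpb4Δ against 90 in ubp8Δ. A few genes taking most of the reads would be a technical explanation, but without the 3 genes with the most reads in each library the ratio was 4.30 over 71 snoRNA genes (ubp8Δ over rpb4Δ) and 3.24 over 272 tRNA genes (rpb4Δ over ubp8Δ). Reads of overlapping ORFs would be another, but over genes whose 400 nt overlap no same-strand ORF or its 3′ UTR window the ratios were 3.71 (48 genes) and 3.12 (183 genes). Since one class was higher in each library, the difference in depth, which acts on all features alike after scaling to RPM, does not account for both. Differences in RNA selection between the library preparations and an effect of either deletion on the polyadenylation or stability of these RNAs remain open and were not tested, because no replicate is separate.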

How the results depend on the processing

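No paired analysis was possible because the replicates of each strain are pooled in 1 profile. For the same reason the planned fits without replicate 1, without replicate 2 and with a replicate block were not run. A result was counted as moved when an alternative left its 95% interval, which was over genes for most results, over sites (Wilson) for the shares of shared sites, and from counting reads for single genes. The intervals over sites are narrow, so that small changes in these shares count as moved. Of 149 alternative values for the main comparisons, 53 stayed within that interval and 96 moved. Thinning and the use of all annotated features were chosen after the data had been seen. Thinning moved the number of sites, the distances, the number of sites upstream, the shared sites and the correlation. Where an alternative keeps fewer sites or other genes, its construction changes the values, and otherwise the cause was not tested.

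With sites of at least 1% of a gene's signal, the median number of sites was 9 in ubp8Δ and 8 in rpb4Δ, and over ribosomal protein genes 10 and 11. The mean distance was 79.1 and 87.1 nt, and the mean number of sites in the 50 nt upstream was 1.34 and 1.16. Shared sites made up 54.6% and 64.8%. With sites of at least 5%, the number of sites was 5 and 4, and over ribosomal protein genes 4 in both. Here the distance was 103 and 106 nt, the number upstream 0.621 and 0.606, and the share of shared sites 57.4% and 60.3%. Merging sites within 10 nt gave 5 and 4 sites, and 6 and 5 over ribosomal protein genes, with distances of 67.9 and 83.4 nt and 0.649 and 0.516 sites upstream.

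Over the genes with at least 20 sites in both strains, there were 36 sites in ubp8Δ and 26 in rpb4Δ, and 42.5 and 28.5 in the ribosomal protein genes among them. Their distances were 34.0 and 43.4 nt, with 5.32 and 3.96 sites upstream. They shared 56.5% and 76.2% of sites with a correlation of 0.940, and 55.4% of the average profile in rpb4Δ lay at 50 to 150 nt. Over the ribosomal protein genes alone, there were 35 and 25 sites, distances of 36.3 and 56.0 nt, and 5.35 and 3.74 sites upstream. Their profiles held 70.1% and 71.9% of the signal at 50 to 150 nt, their difference in weighted average was -4.12 nt, and they shared 53.5% and 76.2% of sites with a correlation of 0.967.

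Without positions that are, or precede, a genomic A, 5 and 3 sites remained, over the 4960 and 4315 genes with a site left. Over ribosomal protein genes 15 and 10 remained. Distances became 91.1 and 105 nt, with 1.02 and 0.679 sites upstream. The difference in weighted average was -0.968 nt, shared sites were 36.9% and 60.6%, and the correlation was 0.611. In this setting the signs for ATP17 (-7.93 nt) and DST1 (-32.9 nt) were reversed.

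After thinning, ubp8Δ had 11 sites, 27 over ribosomal protein genes, a distance of 70.7 nt and 1.90 sites upstream. It shared 55.5% of its sites, rpb4Δ shared 62.5%, and the correlation was 0.820. Genes with a value in both strains gave a distance of 58.4 nt, 2.62 sites upstream and 55.9% of the profile at 50 to 150 nt in ubp8Δ. Genes with no same-strand gene downstream gave distances of 58.1 and 74.2 nt, profile shares of 52.8% and 55.6%, shared sites of 46.8% in ubp8Δ and a correlation of 0.820. All annotated features gave 2.47 and 1.67 sites upstream, a profile share of 53.8% in ubp8Δ and a distance of 77.8 nt in rpb4Δ. They shared 46.3% and 71.4% of sites, with a correlation of 0.815.

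Over positions 1 to 300, the profile shares were 57.4% in ubp8Δ and 60.1% in rpb4Δ, and the signs for NUP192 (-28.6 nt), DST1 (-6.32 nt) and PAF1 (-24.6 nt) were reversed. Weighting genes by total signal gave profile shares of 60.2% and 65.1%. Counting the distance to the stop codon where no site lay upstream gave 74.2 nt in rpb4Δ. With the highest site in place of the weighted average, the median difference was 0 nt over all genes and over ribosomal protein genes, and the signs for CHD1 (-4 nt), DHH1 (5 nt) and PAF1 (-35 nt) were reversed. Ties fix both of these medians, since 52.6% of all genes and 71.0% of ribosomal protein genes had no difference in the highest site. The weighted median position likewise gave 0 nt for both, with 43.0% and 58.0% of genes tied, and reversed CHD1 (-4 nt) and PAF1 (-35 nt). DHH1 (1 nt) changed sign in this setting within its counting interval, as did DST1 (-0.0585 nt) after thinning, which used a single draw for named genes.

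In the alternatives run for both strains, the number of sites was larger and the distance shorter in ubp8Δ than in rpb4Δ, except that ribosomal protein genes had fewer sites in ubp8Δ with the 1% minimum and equally many with the 5% minimum. The median difference in weighted average was negative or 0 in each alternative. Of 73 alternative values for named genes, 32 stayed within the counting interval, 31 moved in the same direction or to 0, and 10 were reversed. Of those that stayed within the interval, 2 had the opposite sign (DHH1 and DST1, as above). Of 19 for the weighted average within a strain, 14 moved.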

Other observations

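The tests in this part were set before their results were seen, but thinning and the test on reads were chosen after the depths of the libraries had been seen.

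Fewer poly(A) sites per 3′ UTR were seen in rpb4Δ (median 10) than in ubp8Δ (median 16). Most of this gap may reflect sequencing depth, since ubp8Δ thinned to the rpb4Δ depth had a median of 11 sites in all 10 draws (intervals between 11 and 12). Depth in reads does not account for the whole gap, as the rpb4Δ interval was 10 to 10. Thinning of reads cannot imitate a library made from fewer molecules, so the number of distinct molecules behind each library stays open as a technical explanation, as does an effect of the deletions. Among sites with at least 5% of a gene's signal, for which depth matters less, the medians were 5 and 4.

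The median difference in weighted average position between the strains, -0.469 nt, was small beside its spread over genes, from -27.4 nt at the 10th percentile to 26.4 nt at the 90th. Depth does not explain it: after thinning it was -0.480 nt. Nor do reads of downstream neighbours, since it was -0.415 nt over genes with no same-strand gene within 400 nt downstream (-0.769 to -0.0545). With the highest site, 2782 of 5289 genes had no difference, which fixes the median at 0 nt, and 1256 were negative and 1251 positive. With the weighted median position, 2273 had none, 1537 were negative and 1479 positive. Without separate replicates the difference was not compared with the difference between libraries of the same strain.

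The 138 genes with names of ribosomal proteins had a median difference in weighted average position of -4.12 nt (95% interval -5.63 to -2.64 nt), further upstream in rpb4Δ. The difference was negative for 115 of them. This median lay below those of all 10000 random gene lists matched on window RPM, whose typical median was -0.497 nt. Depth is a candidate explanation that was tested only through thinning, after which the median was -3.71 nt. With the highest site or the weighted median position the median was 0 nt, which the 98 and 80 of the 138 genes without a difference fix. Among the others, 25 were negative and 15 positive with the highest site, and 50 negative and 8 positive with the weighted median position. Both libraries placed the poly(A) sites of these genes upstream of matched genes, at a median of 108 nt against 121 nt in ubp8Δ (percentile 0.74) and 100.5 nt against 119 nt in rpb4Δ (percentile 0.05). Their number of sites was not set apart from that of matched genes, with 35 (32 to 39) against 33 in ubp8Δ (percentile 95.7) and 25 (23 to 27) against 23 in rpb4Δ (percentile 97.2). Their larger number of sites in ubp8Δ did not hold for sites of at least 1% of a gene's signal, with 10 in ubp8Δ and 11 in rpb4Δ. The percentiles describe these libraries, and no biological explanation was tested.

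In the test on recovered reads, 2374 of 4248 genes differed in position between the libraries at an adjusted p of 0.05, with 1084 further downstream and 1290 further upstream in rpb4Δ. Between a pair of random draws from the ubp8Δ library, each of the rpb4Δ depth, 0 of 4191 genes did. Such draws come from one profile, so few or no calls were fixed in advance. They do not measure how far separate libraries differ, and their depth is below that of the full ubp8Δ library. The test takes reads as independent molecules, which amplified reads are not, and it compares a pair of libraries, so it does not separate the deletions from differences between libraries.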
